# DNA polymerase ε relies on a unique domain for efficient replisome assembly and strand synthesis

**DOI:** 10.1038/s41467-020-16095-x

**Published:** 2020-05-15

**Authors:** Xiangzhou Meng, Lei Wei, Sujan Devbhandari, Tuo Zhang, Jenny Xiang, Dirk Remus, Xiaolan Zhao

**Keywords:** Biochemistry, Biochemistry, Molecular biology, Molecular biology

## Abstract

DNA polymerase epsilon (Pol ε) is required for genome duplication and tumor suppression. It supports both replisome assembly and leading strand synthesis; however, the underlying mechanisms remain to be elucidated. Here we report that a conserved domain within the Pol ε catalytic core influences both of these replication steps in budding yeast. Modeling cancer-associated mutations in this domain reveals its unexpected effect on incorporating Pol ε into the four-member pre-loading complex during replisome assembly. In addition, genetic and biochemical data suggest that the examined domain supports Pol ε catalytic activity and symmetric movement of replication forks. Contrary to previously characterized Pol ε cancer variants, the examined mutants cause genome hyper-rearrangement rather than hyper-mutation. Our work thus suggests a role of the Pol ε catalytic core in replisome formation, a reliance of Pol ε strand synthesis on a unique domain, and a potential tumor-suppressive effect of Pol ε in curbing genome re-arrangements.

## Abstract (web summary)

DNA polymerase epsilon (Pol ε) synthesizes half of the genome in every cell cycle. Here the authors uncover a dual role of a unique domain within the Pol ε catalytic core in replisome assembly and DNA synthesis and the impact of this domain on genome stability.

## Introduction

Eukaryotic genome duplication requires three conserved replicative polymerases. Among them, DNA polymerase epsilon (Pol ε) carries out the bulk of leading strand synthesis^1–5^. Its large subunit, POLE in mammals and Pol2 in budding yeast, supplies the catalytic activity and its three other subunits have structural roles^6–10^. Pol2 and its orthologs synthesize DNA with high fidelity due to their nucleotide selectivity and exonuclease (EXO) domain-mediated proofreading^11^. Pol2 family enzymes are almost twice the size of the catalytic subunits of other replicative polymerases (Pol α and δ), suggesting additional roles beyond DNA polymerization. Data on mammalian POLE is limited, but yeast studies have suggested that Pol2 is unique among replicative polymerase for its involvement in replisome assembly during S phase and activation of the replication checkpoint in genotoxic stress^12–14^. Elucidating how Pol2 executes these important and distinct roles is critical for a mechanistic understanding of genome inheritance.

The current model postulates that the Pol2 N-terminal half (Pol2-NT) harboring polymerase and EXO domains carries out strand synthesis, whereas its C-terminal structure half (Pol2-CT) not found in other DNA polymerases supports replisome assembly and checkpoint activation (Supplementary Fig. 1a)^15–17^. Intriguingly, Pol2-NT contains several highly conserved domains that are absent in other DNA polymerases, only one of which (P-domain) has been examined so far^18^. Moreover, the Pol2-NT, unlike Pol2-CT, adopts dynamic conformations, raising the question of whether Pol2-family-specific domains within this region contribute to distinct tasks at different stages of replication^17,19,20^. Given the fundamental importance of Pol2 and its orthologs in genome duplication, addressing this question is critical for deriving eukaryotic replication models.

Here, we examine an uncharacterized Pol2 catalytic core region uniquely possessed by Pol2 orthologs. To address how perturbation of this region affects DNA replication, we modeled recurrent cancer-associated *POLE* mutations found there based on the following rationale. It is well known that EXO mutations in *POLE* can drive tumorigenesis of hyper-mutated cancers^21–24^. However, recent analyses found frequent incidence of non-EXO *POLE* mutations in non-hyper-mutated cancers and a potential *POLE* contribution to the etiology of these cancers, arguing for the importance of non-EXO *POLE* variants in tumorigenesis^23,24^. Given that non-EXO *POLE* variants remain largely untested, we reasoned that modeling them in yeast could not only advance our understanding of wild-type Pol ε functions, but also inform us on genome disruptive potentials of non-EXO Pol ε mutations.

Applying this strategy in our study yields several insights. Our molecular, genetic, and biochemical data suggest a structural role of the Pol2 catalytic core in replisome assembly. Moreover, we find that the examined region specifically possessed by Pol2 family proteins has a previously unrecognized effect on DNA strand synthesis. Interestingly, we uncover Pol2 variants that induce large genomic changes without affecting mutation rates. This work sheds light on the mechanisms of replisome assembly and replicative DNA synthesis and expands our views on tumor-suppressive potentials of POLE.

## Results

### A unique domain of Pol2-family proteins is essential

We examined a region of sixty-eight amino acids that is positioned at the periphery of the Pol2 catalytic core, away from its DNA binding and active sites (Supplementary Fig. 1a)^18^. This region shows 71% sequence homology between yeast Pol2 and human POLE but is not found in other types of DNA polymerases (Fig. 1a and Supplementary Fig. 1a). We refer to this region as POPS (POl2 family-specific catalytic core Peripheral Subdomain) hereafter. To address the functions of POPS, we introduced mutations of conserved residues by modeling POLE changes found in cancer cells (Supplementary Fig. 1a and Table 1)^22,23^. Simultaneous substitution of five residues (R567C, K593C, S595P, E611K, L621F) caused lethality in plasmid shuffle experiments, suggesting that POPS is essential (Supplementary Fig. 1b). When only three POPS residues were mutated (R567C, E611K, L621F), cells were viable at lower temperatures, but not at 37 °C (Supplementary Fig. 1b). We confirmed this using an integrated allele of *pol2-R567C, E611K, L621F* (*pol2-REL*) that replaced the wild-type *POL2* (Fig. 1b). We found that *pol2-REL*, which did not affect Pol2 protein levels, slowed S phase entry and progression (Fig. 1c and Supplementary Fig. 1c). These data suggest that POPS is critical for DNA replication.

**Fig. 1:**
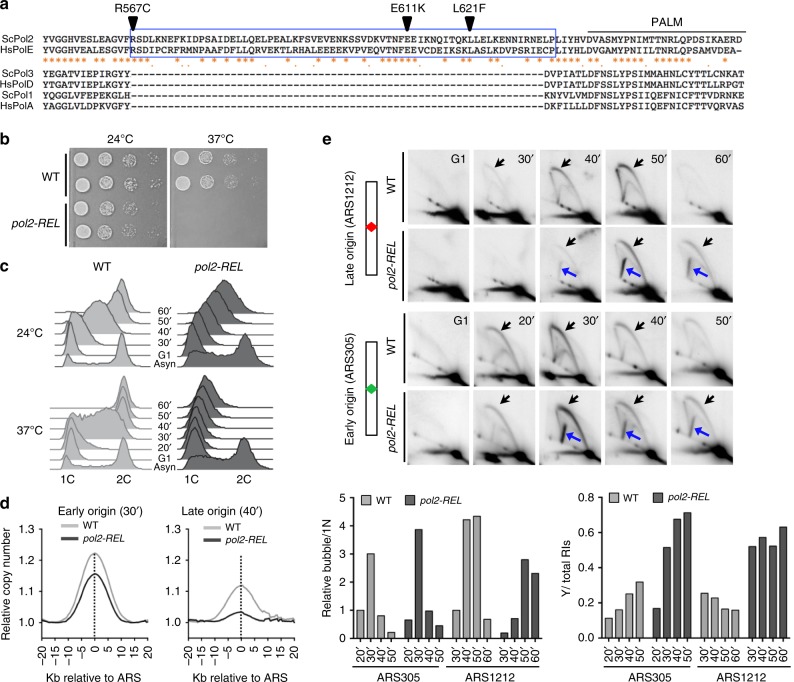
Mutating a Pol2 catalytic core domain impairs replication initiation and progression. **a** Sequence alignment of POPS and adjacent regions in replicative polymerases. Sequences of POPS are boxed blue for the budding yeast Pol2 (ScPol2) and human POLE (hsPOLE) and absent in the catalytic subunits of DNA polymerase α (ScPol1, HsPolA) and δ (ScPol3, HsPolD). Regions adjacent to POPS, including the PALM domain, share homology among all replicative polymerases. Asterisks and dots label conserved and similar residues, respectively. Triangles highlight mutations in *pol2-REL*. **b** *pol2-REL* cells exhibit growth impairment. Tenfold serial dilutions of mutant and wild-type (WT) cells in biological replicates were spotted on plates and grown at the indicated temperatures. **c** Flow cytometry profiles suggest replication defects in *pol2-REL* cells. G1 synchrony was achieved by alpha-factor treatment of asynchronous culture (Asyn) at 24 °C. Flow cytometry monitored cellular DNA content upon release from G1 arrest into cycling at either 24 °C or 37 °C. **d** A meta-analysis of relative DNA copy numbers based on genome-sequencing results. Wild-type and *pol2-REL* cells were examined at 30’ and 40’ post G1-release at 24 °C as in panel c. Twenty kilo-bases from either side of early origins (*n* = 97, left) or late origins (*n* = 174, right) were averaged for copy numbers and plotted against relative positions of origins. The dotted line indicates the mid-point of origins. **e** Two-dimensional (2D) gel analyses reveal defective replication initiation and progression in *pol2-REL* cells. Samples from panel d were tested and 2D gel results for ~6 kb region containing the late origin ARS1212 or the early origin ARS305 are shown. The mid-point localization of the origins (diamonds) in the restriction fragments is shown on the side. Blue arrows signify the Y-shaped replication intermediates (RIs) in *pol2-REL* cells and black arrows label bubble-shaped RIs. Quantification of bubble- and Y-shaped RIs in WT and *pol2-REL* cells are shown at the bottom. For the former, the level of bubble-shaped RIs in WT at 20’ (for ARS305) or 30’ (for ARS1212) was set at 1. Delayed appearance of bubbled RIs and increased levels of Y-shaped RIs in *pol2-REL* cells were reproducibly detected in multiple trials using additional spore isolates. Signals of the bubble structures were normalized to 1N DNA to derive the percentage of bubble structures of all time points. Source data are provided as a Source data file.

**Table 1:** Cancer-associated POLE mutations at POPS examined in this study.

POLE mutation (corr. Pol2 mutation)	Number of patients^a^	Cancer type^b^
R553 → C/H/S/L (*pol2-R567C*)	Five/Six	Cutaneous Melanoma, Lung Adenocarcinoma
E597 → K (*pol2-E611K*)	Two/Two	Lung carcinoma Head and Neck Cancer
L607 → F (*pol2-L621F*)	One/One	Cutaneous Melanoma
R579 → C/H (*pol2-K593C*)	Five/None	Urothelial Carcinoma, Myeloid Neoplasm Colon Adenocarcinoma, Pancreatic Adenocarcinoma
A581 → T/V (*pol2-S595P*)	Four/Four	Stomach Adenocarcinoma, Lung Adenocarcinoma Thyroid Cancer, Basal Cell Carcinoma

The listed mutations are the only POLE mutations found in patients^23^ and none is associated with hyper-mutations^22^.

^a^The first numbers are based on cBio Portal data and the second ones are based on the report from Campbell et al.^22^ Only conserved residues are shown.

^b^Based on cBio Portal data.

### POPS is required for DNA synthesis throughout the genome

We subjected *pol2-REL* cells to a wide-range of assays to determine the molecular consequences of POPS perturbation. Each individual mutation in this allele was also examined, as described in later sections, to determine the effects of cancer-associated mutations. 

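DNA replication was profiled by counting sequencing reads along the genome in wild-type and *pol2-REL* cells arrested in G1 with alpha-factor, and in cells collected 30 and 40 min after release into S phase at 24 °C. A region that has been copied holds more DNA than a region that has not, so the ratio of S phase to G1 reads rises where replication has taken place. There was 1 library for each of the 6 conditions, so no difference between conditions has a replicate check and no p-values are given. The authors mapped paired-end reads to the S288c reference (SacCer2), summed them into 1 kb bins after excluding repetitive sequences, and deposited these read counts without normalization. The bins start every 500 bp and overlap, so the totals, shares and profiles were computed over the 12070 of the 24133 bins that do not overlap. These bins held 30741752 reads in wild-type G1, 40161464 in wild type at 30 min and 29468649 in wild type at 40 min. For *pol2-REL* they held 19156804 reads in G1, 29987832 at 30 min and 32534281 at 40 min. All 6 totals are above the minimum per sample that the paper states. Among bins with reads, the median bin held 1638 reads in *pol2-REL* G1, the smallest library, and 3389 in wild type at 30 min, the largest. Counting error alone is 2.47% and 1.72% of these medians. Whether both reads of a pair were counted is not given in the sources used here, so the counting error assumes independent reads. Wilson intervals on shares treat bins, peaks or origins as independent draws, which neighbouring bins are not, and no interval covers the difference between cultures. The authors also deposited the S phase to G1 ratio of each bin and a scaled form of it, the relative copy number, for bins with at least 602 reads in both libraries.
Depth was not even across chromosomes. Relative to the median bin of its library, the median bin of chromosome I was at 1.78 in wild-type G1, at 1.29 and 1.33 in wild type at 30 and 40 min, and at 1.45 and 1.46 in *pol2-REL* at these times. The 4 chromosomes under 500 kb had 1.54 times the depth of the 9 chromosomes over 700 kb in wild-type G1, and 1.07 times in *pol2-REL* G1. Chromosome IV, the longest, was at 0.911 in wild-type G1 and 0.987 in *pol2-REL* G1. Scaling each chromosome to a mean of 1 removes such differences between chromosomes and not those within them.

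**Figure D1:**
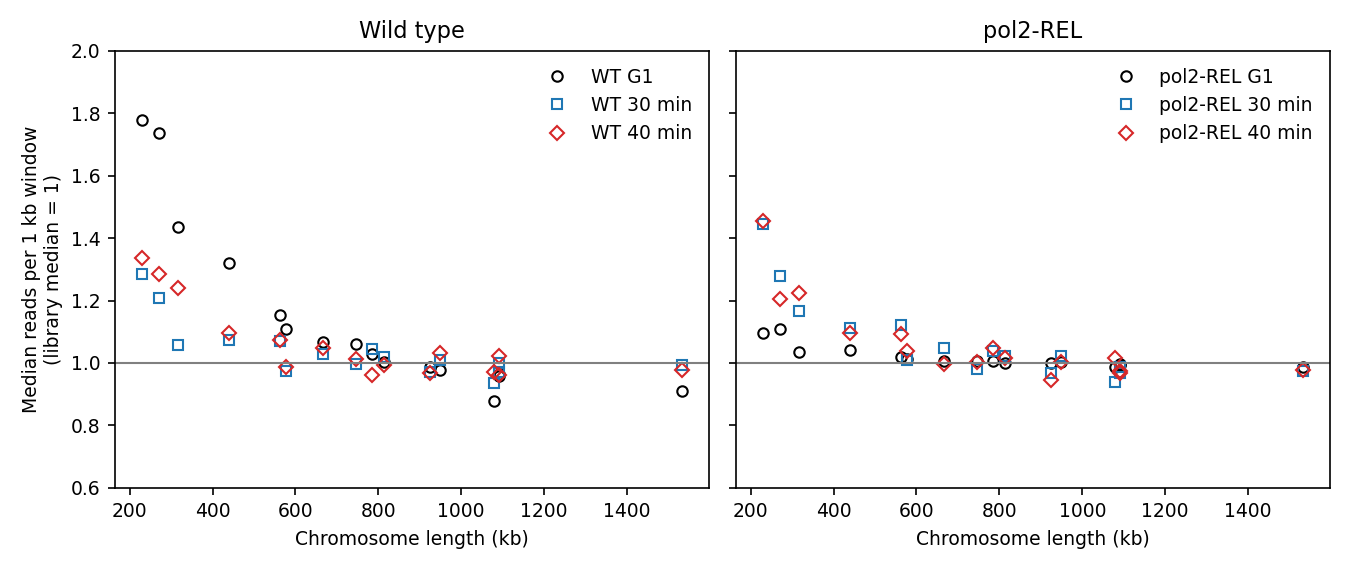
Median reads per 1 kb bin of each chromosome, with the library median set to 1, against chromosome length in kb, for the 3 wild-type libraries (left) and the 3 *pol2-REL* libraries (right). Each point is 1 chromosome in 1 library; chromosome I, the shortest, lies at 1.78 in wild-type G1.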

We first generated DNA replication profiles of synchronized S phase cells using deep sequencing and copy number measurements^25,26^. 

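The deposited relative copy number has a mean of 1 on every chromosome in both genotypes, so a bin shows only how its locus compares with the rest of its chromosome. On this scale 52.5% of 11510 bins were lower in *pol2-REL* than in wild type at 30 min (95% Wilson interval 51.6 to 53.5%), and 49.3% of 11509 bins at 40 min (48.4 to 50.2%). The setting that moved these shares most was chosen after seeing the data. With the 5th percentile of each chromosome's smoothed profile set to 1, as a stand-in for DNA not yet replicated, 58.0% of bins were lower in *pol2-REL* at 30 min and 69.4% at 40 min. This setting multiplies each chromosome by 1 factor, which is larger where the profile reaches lower. The 5th percentile of the deposited values at 40 min was 0.753 in wild type and 0.819 in *pol2-REL*. The spread of copy number along the genome does not depend on a common factor. It was measured as the SD across bins of the S phase to G1 ratio with a genome-wide mean of 1, after Gaussian smoothing with an SD of 2 kb. The SD that counting error gives by simulation, at most 0.0122, was then subtracted from it. At 30 min this amplitude was 0.112 in wild type and 0.0884 in *pol2-REL*, a ratio of 0.787 (95% interval 0.781 to 0.793). At 40 min it was 0.193 in wild type and 0.130 in *pol2-REL*, a ratio of 0.675 (0.671 to 0.679). Subtracting the variance of counting error from the variance instead gave ratios of 0.817 and 0.696, outside these intervals. The amplitude at 30 min depended on the scaling and on the G1 library, in settings chosen after seeing the data. With a mean of 1 on each chromosome, as in the deposited values, it was 0.0689 in wild type and 0.0698 in *pol2-REL* at 30 min, a ratio of 1.01, and 0.169 and 0.118 at 40 min, a ratio of 0.699. With the *pol2-REL* G1 library as the reference for both genotypes, the ratio was 1.11 at 30 min and 0.816 at 40 min.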

Even at the permissive temperature for *pol2-REL* (24 °C), DNA synthesis was reduced throughout the genome in the mutant compared to wild-type cells (Supplementary Fig. 1d). We note that replication origin usage and timing were not altered in *pol2-REL* cells (Supplementary Fig. 1d). 

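Peaks were called as maxima of the smoothed copy number profile, at least 10 kb apart and with a prominence of at least 4 times the counting error. At 40 min there were 250 peaks in wild type and 204 in *pol2-REL*. Of the *pol2-REL* peaks, 172 (84.3%, 95% Wilson interval 78.7 to 88.7%) lay within 3 kb of a wild-type peak. The same number of positions placed at random on the same chromosomes gave 14.5% on average over 1000 draws, and at most 22.5%. In the other direction, 78 of the wild-type peaks had no *pol2-REL* peak within 3 kb. For comparison, 184 of the 251 wild-type peaks at 30 min (73.3%, 67.5 to 78.4%) lay within 3 kb of a wild-type peak at 40 min. At 30 min, 140 of the 213 *pol2-REL* peaks (65.7%, 59.1 to 71.8%) lay within 3 kb of a wild-type peak.
Peaks called from the mean of the 4 S phase profiles, at least 20 kb from a chromosome end, gave 232 origin positions. The same list was used for both genotypes, whether or not each had a peak of its own there. The height of an origin was the mean copy number of its central 3 bins over that of its flanks at 15 to 20 kb on both sides, minus 1. Across these origins the heights in wild type and *pol2-REL* had a Spearman's rho of 0.820 at 30 min and 0.598 at 40 min. The wild-type heights at 30 and 40 min, which share a G1 library, had a rho of 0.498, and those of *pol2-REL*, which share a G1 library too, had a rho of 0.846. Between genotypes the rho within classes was lower than over all origins, at 0.679 for the early and 0.458 for the late class at 30 min, and 0.451 and 0.561 at 40 min. Early and late origins were separated by their height at 30 min. Origins are not replicates, and these values describe the libraries. Thinning every library to the smallest moved the rho at 40 min most, to 0.551.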

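The published list of early and late origins was not used here, and the 232 positions called from the data took its place. They were ranked by their height at 30 min, averaged over both genotypes so that the ranking favoured neither. Origins were called early from the top down in the proportion of Fig. 1d, 97 early to 174 late, which gave 83 early and 149 late origins. Copy number was averaged over 20 kb on each side of the origins of a class, and the height of the average was taken over its flanks, which cancels any single factor applied to a profile. For early origins at 30 min this height was 0.324 in wild type (95% interval from counting error 0.319 to 0.328) and 0.272 in *pol2-REL* (0.267 to 0.278). For late origins at 40 min it was 0.192 in wild type (0.189 to 0.195) and 0.110 in *pol2-REL* (0.106 to 0.114).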

To gain a global view of early verse late origin behavior, we performed meta-analyses of >200 replication origins. Reduced DNA synthesis was found at regions containing both early and late origins in *pol2-REL* cells, with the latter exhibiting greater defects (Fig. 1d). These findings suggest that POPS is important for DNA synthesis throughout the genome.

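Expressed as *pol2-REL* over wild type, the height of early origins at 30 min was 0.841 (95% interval from counting error 0.819 to 0.863) and that of late origins at 40 min was 0.571 (0.548 to 0.594). Each class was also measured at the other time point. Late origins at 30 min had a height of 0.0807 in wild type and 0.0457 in *pol2-REL*, a ratio of 0.566 (0.514 to 0.619). Early origins at 40 min had a height of 0.270 in wild type and 0.347 in *pol2-REL*, a ratio of 1.29 (1.25 to 1.32). This last ratio depended on the baseline. Against the 5th percentile of each chromosome in place of the flanks, a setting chosen after seeing the data, the centres of early origins at 40 min stood at 0.739 above baseline in wild type and 0.595 in *pol2-REL*, a ratio of 0.805. This baseline multiplies each chromosome by 1 factor, larger in wild type. Their flanks stood at 0.369 above that baseline in wild type and 0.184 in *pol2-REL*. Among the other settings, peaks called from wild type only moved the late origins most, to a ratio of 0.407 at 40 min and 0.322 at 30 min. The central bin alone moved the early origins most, to 0.911 at 30 min.

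**Figure D2:**
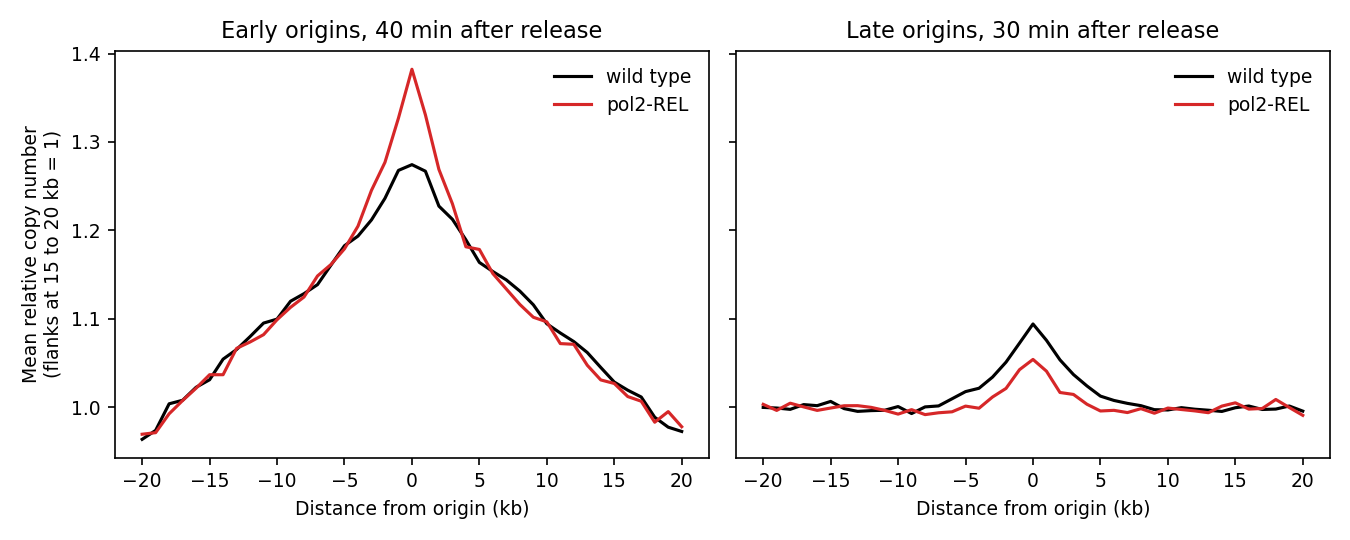
Mean relative copy number around the 83 early origins at 40 min (left) and the 149 late origins at 30 min (right) against distance from the origin in kb, with the flanks at 15 to 20 kb set to 1; each line is 1 library. At early origins the central 3 bins averaged 1.35 in *pol2-REL* and 1.27 in wild type, and at late origins 1.05 and 1.08.

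Taken singly, 117 of the 149 late origins (78.5%, 95% Wilson interval 71.3 to 84.4%) were lower in *pol2-REL* at 40 min, 60 of them by over 3 times the counting error, and 3 late origins were higher by that margin. Of the 83 early origins, 18 were lower at 40 min, 3 of them by over 3 times the counting error, and 31 were higher by that margin. Named after their values had been seen, the 3 lower early origins start at 166001 on chromosome III, 439001 on chromosome V and 511001 on chromosome XVI, and the 3 higher late origins at 198001 on chromosome II, 256001 on chromosome III and 91001 on chromosome XII. The largest loss was at a late origin on chromosome VII at 351001 to 352000 (SacCer2), with a height of 0.401 in wild type and 0.0806 in *pol2-REL* at 40 min. Next came late origins on chromosome IV at 1354001 to 1355000, with 0.389 and 0.0702, and on chromosome XIV at 449001 to 450000, with 0.303 and 0.0324. The rank of the last is not resolved. Its loss of 0.270 has a counting error of 0.0318, and late origins on chromosome XIV at 279001 and 691001 also lost 0.270. The largest gain was at an early origin on chromosome XIII at 815001 to 816000, with a height of 0.195 in wild type and 0.457 in *pol2-REL*. It was followed by early origins on chromosome XV at 167001 to 168000, with 0.235 and 0.469, and on chromosome III at 73001 to 74000, with 0.212 and 0.439.

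**Figure D3:**
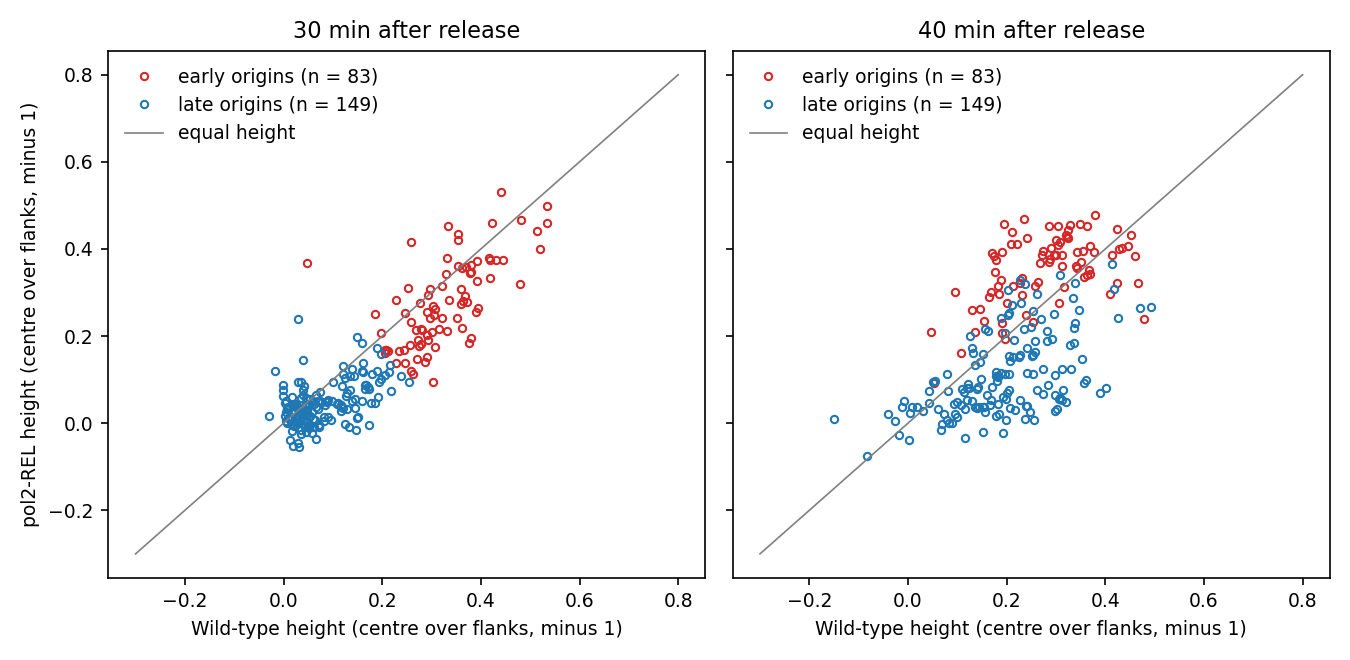
Height of each origin in *pol2-REL* against its height in wild type at 30 min (left) and 40 min (right), as copy number at the centre over the flanks, minus 1. Each point is 1 of 83 early or 149 late origins, and points under the line are lower in *pol2-REL*; at 40 min 117 late and 18 early origins lie under it.

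From the reduced DNA synthesis in the profiles and around both classes of origins, the paper proposes that POPS is important for DNA synthesis throughout the genome.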

### POPS affects replication initiation and fork movement

To further delineate the effects of POPS on DNA replication, we performed two-dimensional agarose gel electrophoresis (2D gel, Supplementary Fig. 2a). We first examined the late origin ARS1212 located at the mid-point of the restriction fragment tested, such that bi-directional replication initiated there is expected to produce bubble-shaped replication intermediates (RIs) (Supplementary Fig. 2b, top). When wild-type cells were released from G1 arrest into S phase at 24 °C, bubble RIs were detected at 30 min, peaked at 40–50 min, and disappeared at 60 min (Fig. 1e). However, the temporal pattern of bubble RI formation in *pol2-REL* cells was reproducibly delayed (Fig. 1e). Such a defect is suggestive of a replication initiation deficiency.

Strikingly, we observed that *pol2-REL*, but not wild-type cells, exhibited abundant large Y-shaped RI signals coinciding with replication initiation at ARS1212 (Fig. 1e). For DNA fragments containing centrally localized origins, large Y-shaped RIs can be generated by the asymmetric movement of sister replication forks (Supplementary Fig. 2b, bottom). We note that small Y-shaped RIs produced by passive replication from neighboring origins were at comparable levels in wild-type and *pol2-REL* cells, consistent with normal origin usage and timing in the mutant (Fig. 1e and Supplementary Fig. 1d). Moreover, we observed that bubble and large Y-shaped RIs persisted even at 120 min after G1 release in *pol2-REL* cells, whereas wild-type replication was largely completed by 60 min (Fig. 1e and Supplementary Fig. 2c), suggesting that *pol2-REL* cells suffer fork movement defects.

Next, we assessed whether defective replication features seen for late origins were also manifested in early origins. To this end, DNA samples examined above were assayed for early origin behaviors by stripping the membranes and re-probing for two early origins, ARS305 and ARS315. 

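In the replication profiles, 65 of the 83 early origins (78.3%, 95% Wilson interval 68.3 to 85.8%) had a lower height in *pol2-REL* than in wild type at 30 min. In 19 of them the difference was over 3 times its counting error, and 3 early origins were higher in *pol2-REL* by that margin. These were named after their values had been seen. They lie on chromosome III at the position 73001, on chromosome VI from 199001 to 200000 with 0.334 in wild type and 0.453 in *pol2-REL*, and on chromosome XII from 451001 to 452000 with 0.0477 and 0.368. The position on chromosome XII is at the edge of the bins without values beside the rDNA and has no value in its own bin. Without the origins that lack such a value, leaving 222, a setting chosen after seeing the data, the ratio of *pol2-REL* to wild-type height of early origins at 30 min was 0.832. Among the 149 late origins at 30 min, 113 (75.8%, 68.4 to 82.0%) were lower, 26 of them by over 3 times the counting error. By that margin 2 late origins were higher in *pol2-REL*. ARS305 and ARS315 were not placed among these positions, so no value is given for them.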

A replication initiation delay was seen only at ARS315 (Fig. 1e and Supplementary Fig. 2d), consistent with replication profiling data showing overall mild defects at early origins (Fig. 1d). Importantly, large Y-shaped signals were abundant at both early origins in *pol2-REL* but not wild-type cells (Fig. 1e and Supplementary Fig. 2d), suggesting that asymmetric fork movement occurs at early origins regardless of initiation delay.

In summary, replication profiling and 2D gel analyses suggest that *pol2-REL* leads to delayed replication initiation preferentially at late origins and asymmetric replication fork (or fork) movement at early and late origins. These unique features highlight the utility of *pol2-REL* in understanding replication initiation and elongation.

### POPS influences the levels of the CMG replicative helicase

Next, we addressed how POPS contributed to replication initiation. A hallmark of replication initiation is the de novo assembly of the replisome, including the assembly of Cdc45, Mcm2-7, and the GINS complex (Psf1-3 and Sld5) into the CMG replicative helicase. Using co-immunoprecipitation (co-IP), we confirmed simultaneous Cdc45 and Psf1 association with MCM in S, but not in G1 phase samples in wild-type cells (Fig. 2a and Supplementary Fig. 2e)^27^. Significantly, this association was reduced in *pol2-REL* cells at both 37 °C and 24 °C, with the former condition causing stronger defects (Fig. 2a and Supplementary Fig. 2e). Compromised CMG levels are consistent with the replication initiation defects observed in *pol2-REL* cells as described above and point to a potential role for POPS in CMG assembly.

**Fig. 2:**
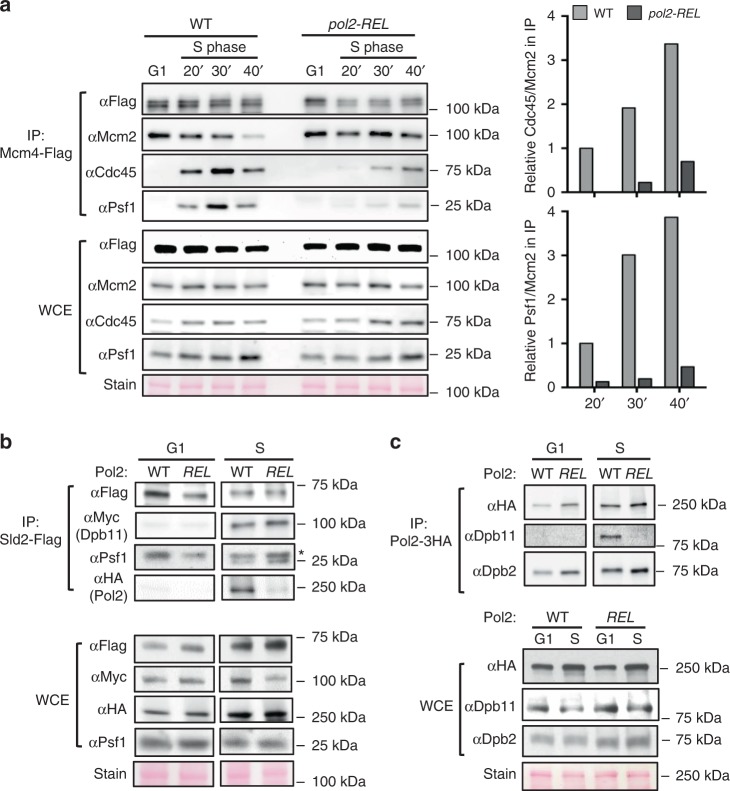
*pol2-REL* disrupts Pol2 incorporation into the pre-LC and CMG formation. **a** CMG levels in wild-type and *pol2-REL* cells. Cells were synchronized in G1 at 24 °C and released into S phase at 37 °C. Flag-tagged Mcm4 was immunoprecipitated (IP), and the co-purification of Mcm2, Cdc45, and Psf1 was examined. Representative western blots are presented and quantification (right) of Cdc45 and Psf1 levels relative to those of Mcm2 in the IP fractions show a reduction in *pol2-REL* cells compared with wild-type cells. **b** Examination of pre-LC levels. Flag-tagged Sld2 was IP from protein extracts in G1 or S phase cells at 24 °C, and co-purified Pol2, Dpb11, and Psf1 were examined. The asterisk indicates the light chain of the antibody used in the IP. WCE: whole-cell extract. Stain serves as a loading control. **c** Examination of Pol2 association with Dpb11 and Dpb2. Experiments were done as in panel b, except that HA-tagged Pol2 was IP and Dpb11 and Dpb2 were examined. For all panels, similar results were obtained using at least two independent strains per genotype. Source data are provided as a Source data file.

### POPS mediates efficient Pol ε incorporation into the pre-LC

Pol ε has been implicated in CMG assembly via the formation of a four-member pre-loading complex (pre-LC), which also includes the Dpb11 and Sld2 scaffold proteins and GINS^28^. According to current models, the pre-LC delivers Pol ε and GINS to origin-bound MCM and Cdc45, leading to the assembly of CMG and the association of Pol ε with it, while Dpb11 and Sld2 are recycled to form additional pre-LCs^13,29^. It is unclear if these proteins can also support CMG formation by other means beyond the pre-LC.

We first examined whether *pol2-REL* affected pre-LC formation. We confirmed that in wild-type cells, Sld2 co-immunoprecipitated the pre-LC members Pol2, Dpb11, and Psf1 in S, but not G1, phase (Fig. 2b)^28^. Strikingly, Sld2 pulled down little Pol2-REL protein during S phase, even though Dpb11 and Psf1 were efficiently pulled down (Fig. 2b). Defective interaction between Pol2-REL and Dpb11 was also seen in Pol2 co-IP experiments (Fig. 2c). In contrast, the Pol ε subunit Dpb2 associated normally with Pol2-REL (Fig. 2c). Moreover, subunit stoichiometry was unaffected in purified Pol ε^REL^ (Supplementary Fig. 2f). Thus, Pol2-REL is able to form Pol ε but is defective in interacting with other pre-LC components. This phenotype indicates that POPS affects pre-LC formation. The correlation of reduced pre-LC and CMG levels in *pol2-REL* cells supports the model that the pre-LC is critical for CMG assembly, but does not exclude other means by which Pol ε may affect CMG assembly.

### Dpb11 overexpression rescues several *pol2-REL* defects

Given the impaired pre-LC formation seen in *pol2-REL* cells, we asked if increasing dosages of specific pre-LC members could rescue *pol2-REL* defects. Strikingly, overexpression of Dpb11, but not Sld2, suppressed *pol2-REL* lethality at 37 °C (Fig. 3a and Supplementary Fig. 3a). This rescue is associated with improved replication initiation and genome duplication, as assessed by 2D gel and FACS analyses, respectively (Fig. 3b and Supplementary Fig. 3b). The improvement also correlated with a rescue of CMG levels (Fig. 3c). Significantly, increased Dpb11 dosages restored its association with Pol2-REL to a level similar to that seen with wild-type Pol2 (Fig. 3d). The simplest interpretation of these findings is that restoration of Pol2-REL interaction with Dpb11 improves CMG formation, and consequently replication initiation and growth.

**Fig. 3:**
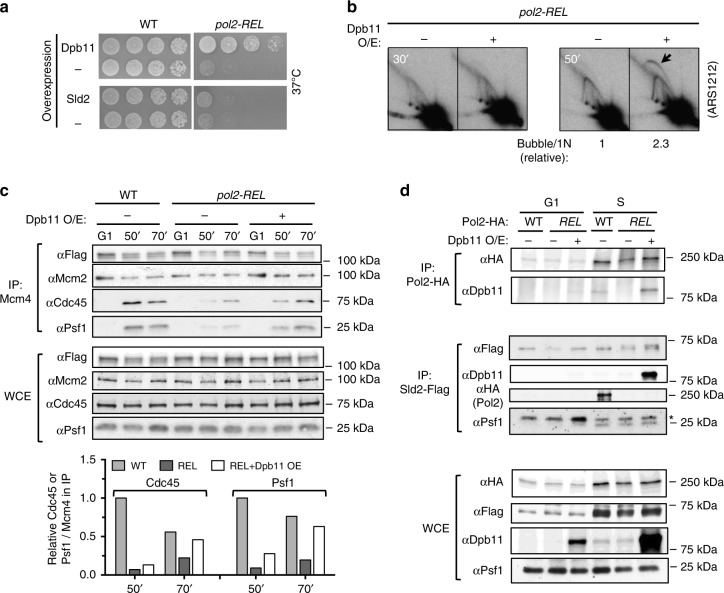
Dpb11 overexpression rescues *pol2-REL* defects. **a** Increased levels of Dpb11, but not Sld2, rescue *pol2-REL* lethality at 37 °C. Cells with or without (−) a second copy of Dpb11 or Sld2 driven by a galactose inducible promoter were examined on galactose-containing media. **b** Dpb11 overexpression increases replication initiation events in *pol2-REL* cells. Cells growing in medium lacking galactose were arrested in the G1 phase by alpha-factor at 24 °C and then shifted to 37 °C with the addition of galactose to induce Dpb11 overexpression. Releasing cells from G1 into S phase was monitored by FACS analyses (Supplementary Fig. 3b). Two-dimensional (2D) gel data quantification was done and is presented as in Fig. 1e. We note that slow S phase progression in galactose media and high temperature used in this experimental setup yield continuous Y-shaped RI structures rather than large Y-shaped RIs as seen in Fig. 1d. **c** Dpb11 overexpression increases CMG levels in *pol2-REL* cells. Samples were collected as in Supplementary Fig. 3b. Experiments and data presentation are as in Fig. 2a. **d** Increased level of Dpb11 improves its association with *pol2-REL* and Sld2. Cells were collected as in Supplementary Fig. 3b and samples from 120-min time points were examined. Top: HA-tagged wild-type or mutant Pol2 was IP and S-phase specific co-purification of Dpb11 was detected. Middle: Flag-tagged Sld2 was IP, and co-purification of Dpb11, Pol2, and Psf1 was examined. The asterisk indicates the light chain of the antibody used in the IP. Bottom: whole-cell extracts (WCE). For panel c and d, similar results were obtained using at least two independent strains per genotype. Source data are provided as a Source data file.

We further tested how Dpb11 overexpression affects pre-LC assembly. Intriguingly, increased Dpb11 levels boosted Dpb11 and Sld2 association, but was insufficient for enhancing interactions between Pol2-REL and Sld2 or between Dpb11 and GINS (Fig. 3d and Supplementary Fig. 3c). That enhanced Pol2-REL and Dpb11 association without restoring pre-LC levels is sufficient to mitigate *pol2-REL* defects argues for pre-LC independent means in supporting CMG assembly, at least in certain conditions.

### Low pre-LC levels do not cause asymmetric fork structures

After elucidating POPS's effect on replication initiation, we queried its influence on replication fork behaviors. We considered three possible explanations for the accumulation of asymmetric replication structures in *pol2-REL* cells and tested each using multiple approaches. First, low pre-LC levels in *pol2-REL* cells may result in unidirectional origin firing due to asymmetric assembly of a single replisome at the replication origin. To test this possibility, we asked whether lowering pre-LC levels *per se* could lead to asymmetric replication structures, as seen in *pol2-REL* cells. As Dpb11 is involved in pre-LC formation but does not travel with replication forks, its acute depletion in G1 and S phase is expected to primarily affect pre-LC levels^29^. Thus, we transcriptionally downregulated Dpb11 in G1 and S phase cells (Fig. 4a). As expected, Dpb11 loss reduced replication initiation structures (bubbles) at ARS305 and ARS1212, and slowed S phase; however, asymmetric replication intermediates were not observed (Fig. 4b, c and Supplementary Fig. 4a). This finding suggests that lowering pre-LC levels *per se* does not induce asymmetric origin firing, indicating that *pol2-REL* likely affects replication fork progression.

**Fig. 4:**
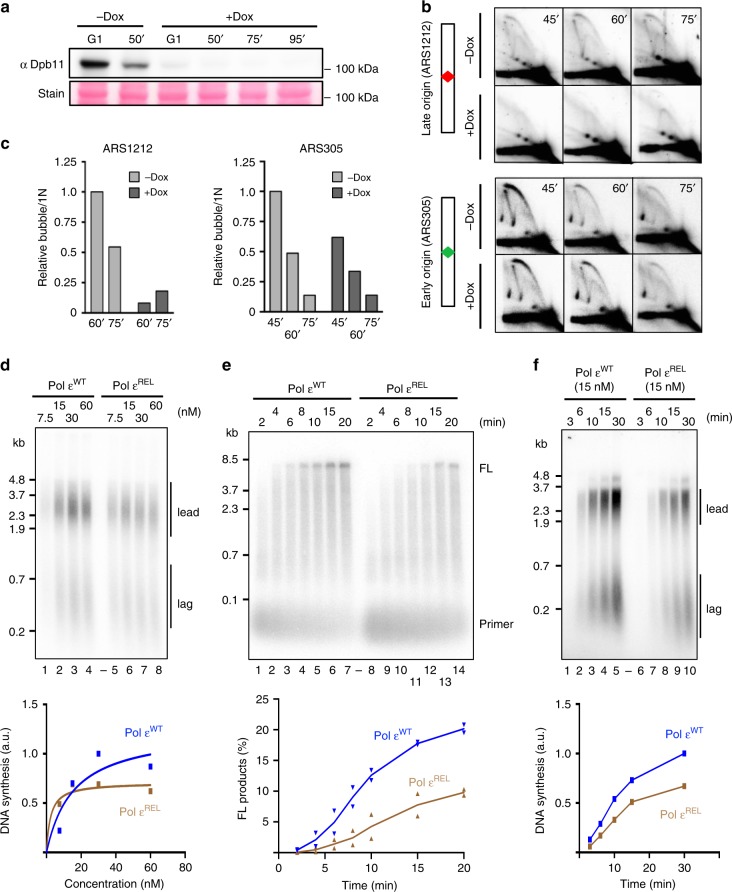
Pol ε^REL^ exhibits reduced activity and replication initiation in vitro. **a** Doxycycline addition acutely reduces Dpb11 levels. Western blots verified Dpb11 loss in G1- arrested cells and then cells released into S phase when treated with doxycycline (+Dox), which turned off Tet promoter-driven Dpb11 expression^56^. **b** Dpb11 depletion delays origin firing but does not generate asymmetric replication intermediates. Representative 2D gel pictures are shown. Cells were treated as in panel a; 2D gel analyses were performed and data are presented as in Fig. 1e. **c** Quantification of the bubble-shaped replication intermediates shown in panel b. **d** Reconstituted DNA replication reactions were performed on pARS1 (4.8 kb) in the presence of increasing concentrations of Pol ε^WT^ (lanes 1–4) or Pol ε^REL^ (lanes 5–8) as indicated. Replication products were analyzed by alkaline agarose gel-electrophoresis and the total incorporation of ^32^P-dATP is plotted (bottom). Lead: leading strands, lag: lagging strands. **e** Primer extension assay with purified Pol ε^WT^ (lanes 1–7) or Pol ε^REL^ (lanes 8–14). Single-stranded M13mp18 DNA (7.2 kb) was primed with a radio-labeled oligo, incubated with RFC/PCNA, and reactions initiated by addition of Pol ε and dNTPs. Products were analyzed by alkaline agarose gel-electrophoresis and autoradiography. FL: full length. **f** Time-course analysis of reconstituted DNA replication reactions in the presence of 15 nM Pol ε^WT^ (lanes 1–5) or Pol ε^REL^ (lanes 6–10). Replication products were analyzed and quantified as in c. For panel a and b, similar results were obtained using at least two independent strains per genotype. For panel c, d similar results were obtained from two independent experiments. Source data are provided as a Source data file.

### Pol ε^REL^ impairs DNA synthesis and replication initiation

We then tested the second possibility that Pol ε^REL^ may impair DNA strand synthesis. To this end, we employed the reconstituted origin-dependent yeast DNA replication system, performing both Pol ε titration experiments and time-course analyses^30^. When Pol ε was added at concentrations up to 30 nM, fork progression rates were largely unaffected by Pol ε^REL^, as evident from the similar length distribution of leading strand products obtained with Pol ε^wt^ or Pol ε^REL^ (Fig. 4d and Supplementary Fig. 4b). However, at a higher Pol ε concentration (60 nM), moderate but reproducible reductions of both leading and lagging strand lengths were seen in reactions containing Pol ε^REL^ compared to Pol ε^wt^ (Fig. 4d and Supplementary Fig. 4b), indicating a fork progression defect in the presence Pol ε^REL^. The concentration-dependent effect seen here could be due to Pol δ compensating for leading strand synthesis defects only when Pol ε^REL^ levels are low^30^. To further test if Pol ε^REL^ is defective for DNA synthesis, we assessed Pol ε^REL^ for its polymerase activity using primer extension assays on RPA-coated single-stranded M13 DNA (Fig. 4e). This analysis showed that DNA synthesis by Pol ε^REL^ is defective relative to Pol ε^wt^, resulting in a ~50% reduction of fully extended products at the end of the time course (Fig. 4e). We conclude that POPS is required for efficient Pol ε-mediated strand synthesis.

The reconstituted DNA replication system described above also allowed us to test whether Pol ε^REL^ directly affects replication initiation. As proficient strand elongation was seen at low levels of Pol ε^REL^, total DNA synthesis under these conditions is proportional to the rate of origin firing. Indeed, time course analyses at 15 nM Pol ε showed that overall DNA synthesis was reduced by up to ~40% in the presence of Pol ε^REL^ compared with Pol ε^wt^, indicating a reduced rate of origin activation (Fig. 4f). In summary, our in vitro results are consistent with in vivo data, supporting a role for POPS in DNA polymerization and replication initiation.

### POPS is important for coping with template barriers

In addition to reduced DNA polymerization, asymmetric replication structures seen in *pol2-REL* cells may also be caused by a compromised ability of Pol ε^REL^ to cope with non-uniformly distributed template blocks. To test this third possibility, we focused on R-loops as an example of template barriers, as R-loop levels can be experimentally modulated via altering R-loop removal enzymes^31^. We thus asked if *pol2-REL* cells are sensitive to increased levels of R-loops in the absence of the RNA/DNA helicase Sen1 or the nuclease RNase H2^32,33^. Indeed, *pol2-REL* showed synthetical lethality with either mutant (Fig. 5a and Supplementary Fig. 5a). Though RNase H2 also promotes the excision of misincorporated ribonucleotides from DNA, synthetic lethality between *pol2-REL* and *rnh201∆* is not related to ribonucleotide excision repair, since a mutant defective in this function (*rnh201-RED*) did not affect *pol2-REL* growth (Fig. 5a and Supplementary Fig. 5a)^34^. We also found that overexpressing another R-loop removal enzyme, RNase H1, partially rescued *pol2-REL* sensitivity to camptothecin, a genotoxin that can increase R-loop levels (Fig. 5b)^31,35,36^. Collectively, these genetic data argue that replisomes containing Pol ε^REL^ are sensitive to R-loop levels.

**Fig. 5:**
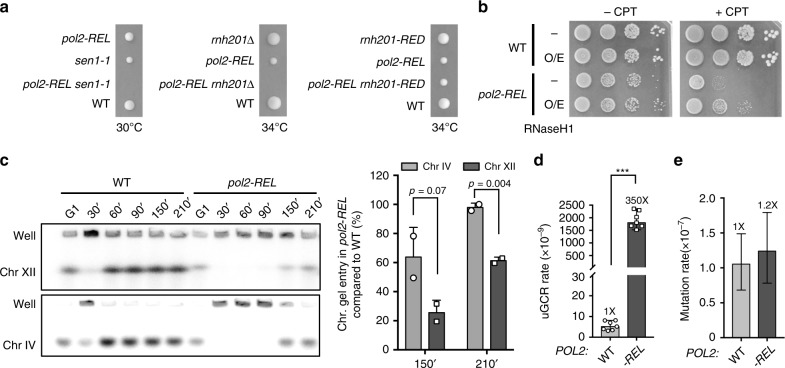
*pol2-REL* cells are sensitive to template barriers and exhibit higher GCR levels but not hyper-mutation. **a** *pol2-REL* is synthetically sick with *sen1-1* and *rnh201∆*, but not *rnh201-RED*. Representative tetrads from diploids heterozygous for *pol2-REL* and tested mutations are shown (more tetrads in Supplementary Fig. 5a). **b** RNase H1 overexpression improves *pol2-REL* cell growth on CPT-containing media. Cells with (O/E) or without (-) a Gal promoter-driven RNaseH1 construct were spotted at tenfold serial dilution on galactose media containing 2 µg ml^–1^ CPT. **c** *pol2-REL* cells exhibit preferential defects in synthesizing Chr XII. Cells were arrested in G1 before release into the cell cycle as in Fig. 1c except that nocodazole was added to prevent the exit from the first cell cycle. Samples were examined by PFGE to trap replicating chromosomes in wells and allow fully replicated ones to enter the gel. Representative results of Southern blots using probes specific for Chr XII or IV are shown (left). Relative ratios of chromosome band signals vs. those in the wells from two independent experiments are plotted and normalized to the wild-type value for 150- and 210-min samples (right). Mean and standard deviation are shown and the statistical difference between mutant and wild-type values was determined by two-tailed Student *t-*test with *p* = 0.07 for 150 min and *p* = 0.004 for 210 min. Similar results were obtained using two independent strains per genotype. **d** *pol2-REL* cells exhibit higher GCR rates. Two-tailed Mann–Whitney tests were performed for statistical analysis. ***p < 0.001. Error bars indicate 95% confidence intervals. Data are presented as median rates of at least seven cultures from two biological replicates per genotype. **e** *pol2-REL* does not affect *CAN1* forward mutation rate. Error bars indicate 95% confidence intervals. Data are presented as mean rates determined from 72 cultures and two biological replicates per genotype. Source data are provided as a Source data file.

A prediction of the above conclusion is that Pol ε^REL^ would be less proficient at replicating chromosome XII (Chr XII), which is enriched for R-loops and other template obstacles at the ribosomal DNA locus^37–39^. We tested this prediction using pulsed field gel electrophoresis (PFGE) to separate fully replicated chromosomes entering the gel from incompletely replicated branched chromosomes trapped in the wells. This was followed by probing Chr XII by Southern blotting to derive the ratio of Chr XII signals from gel bands versus signals in the wells. The similarly sized chromosome IV (Chr IV) was used for comparison. Though both chromosomes exhibited delayed replication completion, Chr XII was more strongly affected in *pol2-REL* cells: Chr XII replication in the mutant achieved only 30–60% of wild-type levels at 150–210 min after G1 release, whereas Chr IV replication was about 65–95% of wild-type levels at these time points (Fig. 5c). Thus, *pol2-REL* cells are more severely deficient at replicating chromosomes enriched in template barriers. Since Chr XII contains high levels of other types of barriers in addition to R-loops, our data is compatible with the idea that POPS has a broader role in coping with DNA blockage. In support of this view, removing the Rrm3 helicase that clears protein barriers caused lethality in *pol2-REL* cells (Supplementary Fig. 5a). Our data thus suggest that POPS helps to overcome fork stalling at template barriers.

### POPS curbs DNA rearrangements but not hyper-mutation

We moved on to assess the effects of POPS mutations on genomic stability. We first examined gross chromosomal rearrangements (GCRs). Strikingly, *pol2-REL* leads to a 350-fold increase in GCR rates at semi-permissive temperatures and a 6-fold increase at the permissive temperature (Fig. 5d and Supplementary Fig. 5b). This is in stark contrast to the lack of mutation rate increases in *pol2-REL* cells at either temperature as assayed by the loss of the *CAN1* gene functions (Fig. 5e and Supplementary Fig. 5c). As a control, we confirmed that the Pol2 EXO mutant *pol2-4* showed higher mutation rates (Supplementary Fig. 5c). Our finding is consistent with that POPS mutations being present in non-hyper-mutated cancer cells. In contrast to *pol2-REL*, *pol2-4* showed wild-type levels of GCR rates (Supplementary Fig. 5b). Our findings suggest that different Pol ε functions residing in distinct domains curtail different forms of genomic instability.

The above data suggest that *pol2-REL* is a separation-of-function allele affecting specific Pol2 roles. To further test this notion, we examined Pol2’s role in replication checkpoint activation. Upon treatment with the replication stress agent methyl methanesulfonate (MMS), *pol2-REL* behaved like wild-type in producing phosphorylated forms of the Rad53 checkpoint kinase and delaying S phase progression, whereas the checkpoint-impaired *pol2-11* allele affecting Pol2-CT showed defects in both assays (Supplementary Fig. 5d)^12^. A time-course experiment corroborates the proficiency of *pol2-REL* in inducing Rad53 phosphorylation in the presence of MMS (Supplementary Fig. 5e). These data support the notion that Pol2-REL maintains the replication checkpoint function.

During normal S phase, *pol2-REL* also behaved like wild-type, with no detectable Rad53 phosphorylation and no induction of the checkpoint target Rnr4 (Supplementary Fig. 5f). Thus, *pol2-REL* does not adversely cause checkpoint hyperactivation during S phase. As seen for other replication-defective mutants, *pol2-REL* cells did show checkpoint activation in G2-M phase, suggesting that its defects are sensed by the checkpoint at this stage of the cell cycle (Supplementary Fig. 5f). Our data suggest that *pol2-REL* is overall proficient for checkpoint activation and mutation avoidance.

### POPS single mutants perturb replication and increase GCRs

As each of the examined POPS mutations occurs separately in cancer cells, we queried the consequences of the single-point mutations. When present as single-point mutations, two of the three changes in *pol2-REL*, *R567C*, and *L621F*, recapitulated the *pol2-REL* phenotype. First, like *pol2-REL*, *pol2-R567C* and *-L621F* were sensitized by mutations in another Pol ε subunit, Dpb2. *pol2-REL* and *pol2-R567C* were additionally sensitized by the loss of the Pol δ subunit Pol32 (Fig. 6a and Supplementary Fig. 6a). Second, *pol2-R567C* and *-L621F* exhibited severe to moderate delays in bulk genome synthesis (Supplementary Fig. 6b). That *pol2-4* did not show these defects further distinguishes Pol2 EXO mutants from POPS mutants (Fig. 6a and Supplementary Fig. 6c). Third, *pol2-R567C* cells accumulated large Y-shaped DNA molecules, indicating that a single POPS mutation is sufficient to generate asymmetric replication structures (Fig. 6b and Supplementary Fig. 6d). Finally, we found that *pol2-R567C* cells exhibited a fourfold increase in GCR rates compared to wild-type cells, suggesting that a single POPS mutation can moderately increase genomic rearrangements (Fig. 6c).

**Fig. 6:**
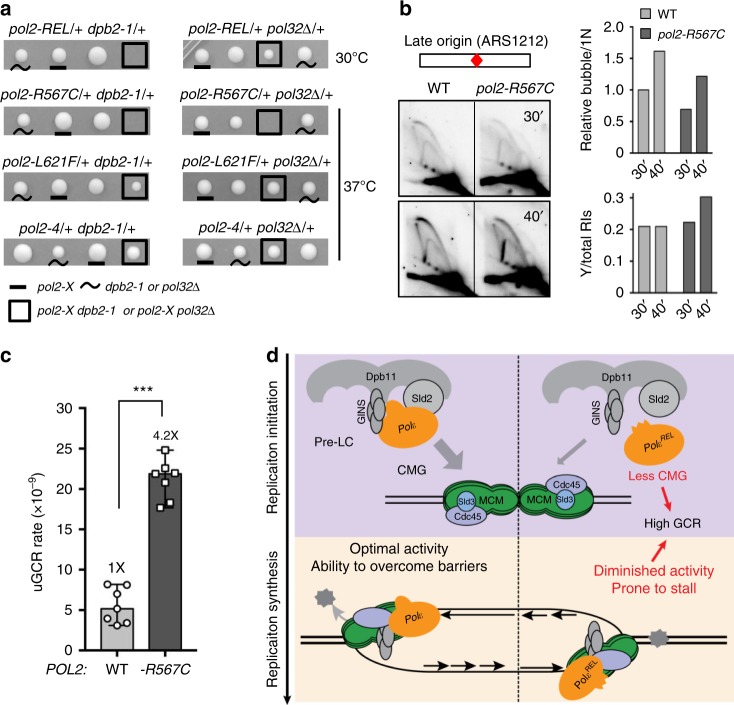
Single-point mutations in POPS are sufficient to cause replication defects and GCR increase. **a** POPS mutants, but not *pol2-4*, are synthetically sick with *dpb2-1* and *pol32∆*. Representative tetrads from diploids of indicated genotypes are shown (more tetrads in Supplementary Fig. 6a). **b** *pol2-R567C* leads to reduced replication initiation and progression. Experiments were performed, and data are represented as in Fig. 1e. A represented gel and its quantification are shown. **c** *pol2-R567C* increases GCR rates. Experiments were performed, and data are represented as in Fig. 5d. Two-tailed Mann–Whitney tests were performed for statistical analysis. ***p < 0.001. Error bars indicate 95% confidence intervals. Data are presented as median rates of at least seven cultures from two biological replicates per genotype. **d** A proposed model for dynamic roles of the Pol2 catalytic core and its POPS during genome replication. Briefly, our data suggest that POPS enables efficient Pol ε incorporation into the pre-LC and consequently promotes CMG formation and replication initiation; once replication initiates, POPS supports optimal DNA polymerization activity and ability to overcome template barriers. POPS mutations as seen in cancer cells can lead to reduced CMG formation and replication initiation, as well as poor replication progression, resulting in increased genome rearrangements (see text for details).

## Discussion

By modeling human POLE cancer-associated mutations in its yeast ortholog, Pol2, we gained insights into native and cancer-associated Pol ε functions. Our data suggest that the Pol2 catalytic core plays a structural role during replisome assembly by enabling Pol ε integration into the pre-LC. Moreover, POPS promotes Pol ε-mediated DNA synthesis and fork passage through template barriers. The distinct effects of POPS at different stages of DNA replication highlight the dynamic functions of the Pol ε catalytic core. Importantly, we showed that perturbation of POPS’s functions increases genome rearrangements, thus shedding light on potential genomic consequences of human POLE POPS variants present in cancers.

Genome-wide replication profiles and 2D gel analyses of *pol2-REL* cells suggest decreased replication initiation, particularly at late origins. As *pol2-REL* cells do not adversely turn on the DNA replication checkpoint, a checkpoint-mediated suppression of late origin firing is unlikely. Though we cannot exclude the possibility that checkpoint activation below the detection limit of our assays might partially contribute to the late origin firing defects in *pol2-REL* cells, our in vitro reconstitution tests showed that Pol ε^REL^ impairs replication initiation in the absence of checkpoint proteins. Moreover, our biochemical assays found reduced CMG levels in *pol2-REL* cells. These data support a model wherein the Pol2 catalytic core contributes to replication initiation at least in part by promoting CMG assembly (Fig. 6d).

The pre-LC has been proposed to deliver GINS to origin-bound MCM and Cdc45 during CMG formation^28^. However, testing an important prediction of this model, namely that lower pre-LC levels lead to reduced CMG levels, has not been reported. Our demonstration of this point in *pol2-REL* cells fills this gap and provides support for the above theory. As increasing Dpb11 dosage rescues *pol2-REL* cell lethality at non-permissive temperature and restores CMG levels and replication initiation, the effect of POPS on the pre-LC is linked to Dpb11. Considering that Pol2-CT also contributes to pre-LC and replisome assembly and that its mutants’ growth defects are rescued by Dpb11 overexpression^40,41^, we suggest that Pol2 acts as a central scaffold collaborating with Dpb11 in multiple ways during this important step of replication. That *pol2-REL* cells showed preferential impairment of late origin firing substantiates the concept that late origins have a reduced capacity for recruitment of replication initiation factors and thus are more sensitive to changes in their levels^29^. This finding adds Pol2 to the growing list of factors that selectively affect genome replication initiation at different loci.

While supporting an important role of the pre-LC in CMG assembly, our data reveal previously unappreciated features and functional flexibility of pre-LC factors in CMG assembly. We found that Dpb11, GINS, and Sld2 can also associate without Pol ε. Given that Dpb11 can bind directly to MCM-associated Sld3, one interpretation of our data is that a “three-member” subcomplex may deliver GINS to MCM via this interaction^42^. The Dpb11 and Sld3 interaction may also allow Pol ε delivery to MCM without forming the pre-LC. Separate means of GINS and Pol ε delivery may be less efficient than the pre-LC, but may still be effective in *pol2-REL* cells. This interpretation could explain that restoration of replication initiation in *pol2-REL* cells by Dpb11 overexpression is associated with enhanced Dpb11-Pol ε interaction but not more pre-LCs. Extrapolating from this idea, inefficient forms of pre-LC variants may be able to account for replisome assembly defects seen in *pol2-NT∆* mutants^17,43^. Future studies of pre-LC-independent means of CMG assembly will deepen our understanding of pathway plasticity in replisome formation.

Our data show that efficient Pol ε-mediated strand synthesis relies on the integrity of POPS. We found that POPS defects in *pol2-REL* cells lead to asymmetric replication structures and persistent replication intermediates at early and late origins. 2D gel data and genome-wide replication profiles suggest that these structures are not caused by passive replication from adjacent origins, but rather reflect replication fork progression defects. This finding suggests a high degree of uncoupling of the two sister replication forks in *pol2-REL* cells. Although *pol2-REL* cells have low pre-LC levels, we show that such a defect per se does not cause asymmetric replication structures. As POPS is found only in Pol ε among replicative polymerases, our findings reveal an important feature specific for Pol ε-mediated strand synthesis (Fig. 6d).

Our primer extension and reconstituted replication assays show that Pol ε^REL^ exhibited reduced rates of DNA synthesis relative to Pol ε^WT^. In cells, *pol2-REL* leads to a temperature-sensitive phenotype; however, as an elevated temperature inhibits DNA replication in the reconstituted system, we were unable to test Pol ε^REL^ activity at the restrictive temperature in vitro, which may explain the relatively mild, but reproducible, defects observed in this assay. It is noteworthy that a dual effect in replication initiation and elongation caused by Pol ε^REL^ has not been seen after perturbing other replication factors in this experimental set-up, suggesting again a unique requirement for Pol ε at these distinct steps. There can be several possible means by which POPS promotes Pol ε-mediated DNA synthesis, such as facilitating DNA association, promoting dNTP turnover, or increasing processivity. A detailed enzymatic characterization of the Pol ε^REL^ synthesis defect will distinguish among these possibilities in the future. In addition, it will be interesting to determine how POPS functions are regulated by sumoylation, which was recently reported to occur in this region^44,45^.

Our data also suggests an increased propensity of Pol ε^REL^ replisomes to stall at template barriers. A special requirement for POPS by Pol ε likely reflects a unique challenge for synthesizing long stretches of DNA during leading strand elongation, which requires high processivity and the ability to resume synthesis upon encountering many template barriers. One way that Pol2 family proteins acquire these attributes is likely through obtaining additional domains. The P-domain within the Pol2 catalytic core increases Pol ε processivity by binding to template DNA^18^. Further studies will be needed to elucidate the underlying mechanisms by which POPS can promote Pol ε activity and its interplay with the P-domain.

We found that Pol2-REL largely maintains functions in mutation avoidance and checkpoint activation (Fig. 6d). Though inhibition of origin firing has been linked to checkpoint activation, it is conceivable that the mutant’s influence on origin firing in normal growth condition is not the major contributing factor for Pol2-mediated checkpoint activation in MMS conditions, which requires Pol2-CT function. Our data thus suggest that *pol2-REL* supports a phenotype distinct from previously studied Pol2 mutants^43,46^.

We show that an intact POPS is required for curbing genomic rearrangements but not mutation rates, demonstrating that it affects genomic instability in a manner distinct from the Pol2 EXO domain (Fig. 6d). Given the conserved nature of POPS, human POPS may confer tumor-suppressive effects without affect mutation rates. This theory is consistent with the recent suggestion that POLE defects contribute to non-hypermutagenic tumors^24^. It is noteworthy that the *pol2-12* checkpoint defective allele also leads to increased GCR levels^47^. As the pathogenic significance of the majority of non-EXO cancer-associated POLE mutations remains unknown, our work suggests that modeling these mutations in yeast can provide an effective way to distinguish their genomic instability effects between DNA hyper-rearrangements versus hyper-mutations.

Among cancer-associated mutations examined, *pol2-R567C* exhibited the strongest defects, while *pol2-L621F* showed a milder phenotype and *pol2-E611K* had largely normal behavior. This finding differs from a computational assessment of mutational effects, which often assume that the most drastic changes of the chemical properties of conserved residue would be the most disruptive to protein function. Our findings thus highlight the value of yeast studies to reveal distinct in vivo effects of point mutations found in cancer cells that cannot be accurately predicted by in silico analyses. We note that *pol2-R567C* showed less severe defects compared with *pol2-REL*, however, it may still be sufficient to cause accumulative genome changes that influence cell proliferation. Our work also suggest chemicals and conditions that sensitize POPS mutants in yeast. This may inform the design of selective killing of cancer cells harboring POPS mutations.

## Methods

### Yeast strains and genetic manipulation

Yeast strains are listed in Supplementary Table 1 and are derivatives of W1588-4C, a *RAD5* variant of W303 (*MAT*a *ade2-1 can1-100 ura3-1 his3-11,15 leu2-3, 112 trp1-1 rad5-535*)^48^. At least two strains per genotype were examined in each experiment, and only one is listed for each genotype in Supplementary Table 1. Standard PCR-based methods were used to generate integrated alleles and add tags to proteins at endogenous loci, followed by DNA sequencing verification. Plasmids are listed in Supplementary Table 2. Standard molecular methods were used for cloning, followed by sequence verification. The preparation of media was according to standard procedures. Genotyping in tetrad analyses (Figs. 5a, 6a and Supplementary Figs. 5a and 6a) was done as followings: (i) standard drug selection or autotrophic marker selection was used to score POPS mutations (marked by *KAN*)*, pol32∆* (marked by *HYG*), and *sen1-1* (marked by *HIS3*), (ii) *dpb2-1*, *pol2-4* and *rnh201-RED* were scored by PCR combined with specific restriction digestion using SfcI, SfcI and ApaI restriction enzymes, respectively, and (iii) *rhn201∆* and *rrm3∆* were scored by PCR primers flanking the gene. Primer sequences are listed in Supplementary Table 3.

### Cell cycle arrest and release

G1 arrest of yeast culture was achieved using a standard protocol. Briefly, log-phase cultures were treated with alpha-factor (5 µg ml^−1^) until >90% of cells exhibited G1 arrest. For experiments involving temperature shift, G1-arrested cells were shifted to 37 °C for 1 h. 300 µg ml^−1^ pronase (Millipore) was then added into the G1-arrested culture to release the cells. Samples were collected at multiple time points for examination. For experiments involving galactose induction, 2% Raffinose was used in growing log-phase culture and 2% galactose was added to induce gene expression. Flow cytometry analyses were performed using a standard procedure. Briefly, ethanol fixed yeast cells were washed with and resuspended in sodium citrate solution. RNase and Proteinase K were added sequentially to remove RNAs and proteins. Sytox green was then used to stain DNA. Flow cytometry was performed using BD LSRII flow cytometer, and data were analyzed with the FlowJo software. Gating strategy is described in Supplementary Fig. 7.

### Two-dimensional (2D) agarose gel electrophoresis

Two-dimensional (2D) gel analyses were performed using a standard protocol^49^. Yeast cells were treated with zymolyase to produce spheroplasts. After cell lysis and proteinase K treatment to degrade proteins, DNA was purified by CsCl gradient centrifugation and precipitation. Extracted DNA was digested by *Eco*RI and separated by agarose gel electrophoresis in two dimensions. DNA was then transferred onto Hybond-XL membranes (GE Healthcare) and analyzed by Southern blot using probes hybridizing specifically to ARS305, ARS1212, or ARS315. Primers used for probe amplification are listed in Supplementary Table 3. For quantification, the signals of 1N DNA were obtained from shorter exposures, while those of DNA intermediates came from longer exposures to ensure both types of signals fell within the linear range of detection on the PhosphorImager.

### PFGE analysis

PFGE was performed using a standard protocol^50^. Briefly, cells were embedded in agarose plugs, spheroplasted, and deproteinized. Plugs were loaded into 0.5X TBE gels and run on a Bio-Rad CHEF-DR III PFGE System for 15 h to achieve chromosome separation. Chromosomes were transferred onto Hybond-XL membranes (GE Healthcare) using standard capillary transfer technique, and membranes were analyzed by Southern blot using probes hybridizing specifically to chromosome XII or IV. Primers used for probe amplification are listed in Supplementary Table 3. We note that the same number of cells were examined in each synchronized S phase timepoint, and consistent loading is evident from the similar amount of Chr XII and IV in wild-type cells in Fig. 5c. As the chromosome replication was assessed by the signal ratio of chromosome entering the gel (completed replication) vs. that retained in the well (incomplete replication), results are not affected by small loading differences.

### Whole-genome sequencing and copy number calculation

Genome sequencing and copy number calculation were carried out using a standard protocol^26^. Briefly, wild-type and *pol2-REL* cells were collected at G1 and S phase at 24 °C. In all, 1.5 μg genomic DNA from each sample was used to generate libraries with a KAPA library kit (iGO facility, Memorial Sloan Kettering Cancer Center) and sequenced with a HiSeq 2500 (Illumina). At least 10 million 50-bp paired-end reads were generated per sample. Reads were mapped to the S288c reference genome (SGD, SacCer2) and summed into 1 kb bins using Genome Brower after excluding repetitive sequences. The binned reads from the S phase sample at a given locus were divided by those from the G1 sample and normalized to the ratio of total reads to give a genome-wide mean value of 1. The number was adjusted by the relative DNA content in the S phase derived from the FACS fitting curve (Fig. 1c) to the relative copy number of a particular locus. 

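In the deposited files, the ratio column equals the S phase count over the G1 count of each bin within 0.0005 in all 4 profiles. It is listed for 23145 and 23123 bins in wild type at 30 and 40 min, and for 23012 bins at both times in *pol2-REL*. The adjusted copy number equals this ratio times 1 factor per chromosome. Over chromosomes the factor ran from 0.678 to 1.04 in wild type at 30 min and from 0.897 to 1.36 at 40 min. In *pol2-REL* it ran from 0.498 to 0.672 at 30 min and from 0.462 to 0.622 at 40 min. The ratio of library totals alone would have given 0.765, 1.04, 0.639 and 0.589 in the same order. The adjusted values had a mean of 1 on every chromosome within 0.001. A common factor for DNA content would leave a mean other than 1, so the values used here carry no such factor.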

The maps of adjusted copy numbers were smoothed with the LOESS function. For the meta-analysis of DNA origins, the copy numbers of the DNA sequences spanning 20 kb upstream and downstream of both early origins and late origins were averaged^49^. Un-replicated regions (“flag regions” on the copy number plot) on both sides of the origins was set as the baseline (copy number = 1).

### Co-immunoprecipitation and western blots

G1 and S phase cells were harvested. Note that a mild cross-linking step was included before cell harvesting for examining pre-LC formation using a standard protocol^28^. Briefly, cultures were incubated with 1% formaldehyde for 20 min before quenching with 120 mM glycine for 5 min. Cells were disrupted by glass bead beating in lysis buffer, and Benzonase was added to digest nucleic acid before centrifugation for 30 min at 20,000 x *g* to obtain whole-cell extract (WCE). The lysis buffer used for examining pre-LC formation included 50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1% TritonX-100, 2 mM MgCl_2_ and cOmplete^TM^ Ultra EDTA free protease inhibitor (Roche). The lysis buffer used in other experiments included 50 mM HEPES-KOH pH 7.5, 100 mM KOAc 1% TritonX-100, 2 mM MgOAc, 2 mM NaF, 2 mM beta-glycerophosphate, 10 mM beta-mercaptoethanol, and cOmplete^TM^ Ultra EDTA free protease inhibitor (Roche). WCE was incubated with pre-washed beads, including anti-flag beads (A2220, Sigma-Aldrich), anti-HA beads (ThermoFisher Scientific), or IgG Sepharose 6 Fast Flow (GE Healthcare) for 2 h at 4 °C. For Fig. 2b top panel and Fig. 3d middle panel, Flag or HA antibody plus Protein G beads were used for IP. After washing the beads, bead-bound proteins were eluted with 2x Laemmli buffer without DTT or elution buffer (50 mM Tris-HCl [pH 8.0], 10 mM EDTA, 1% SDS). Proteins were boiled for 5 min before subjected to SDS-PAGE on 4-20% gradient gels (Bio-Rad) and transferred to nitrocellulose membrane (GE healthcare) for Western blotting. Antibodies used in probing western blots include anti-Dpb11 and anti-Cdc45 (gift from B. Stillman), anti-Psf1 (gift from K. Labib), anti-Dpb2 (gift from H. Araki), anti-Mcm2 (Santa Cruz, sc-6680), anti-Rad53 (Abcam, ab104232), anti-Flag (Sigma-Aldrich, F1804), anti-Myc (Bio X Cell, BE0238), anti-HA (Roche, 11867423001), Peroxidase Anti-Peroxidase (Sigma-Aldrich, P1291), anti-Rnr4 (Abcam, anti-Tubulin, ab6160). Uncropped scans of all blots with at least one molecular weight marker labeled are included in Source data file.

### GCR and mutation rate assays

GCR assays were performed using a standard protocol and rates were calculated^51,52^. To ensure all experiments are in the same genetic background, we moved the GCR assay to W303 background^53^. For each genotype, at least seven cultures were examined. Cells were plated on SC + 5-FOA + Can (FC) and SC plates to obtain colony numbers that lose the *URA3-CAN1* cassette and total viable colonies, respectively. GCR rates were calculated as m/NT, wherein *m* (1.24 + ln[m]) – NFC = 0. *m*: mutational events, NFC: number of colonies on FC plates, NT: colonies formed on SC plates. The upper and lower 95% confidence intervals were then derived. The *URA3-CAN1* cassette is inserted at YEL072w and YEL068c in dGCR and uGCR assay, respectively. Mutation rates were determined by fluctuation assays^54,55^. Briefly, dilution of a saturated overnight culture was used to determine cell number per culture and was plated on media containing canavanine. Mutants were counted after two days of growth and mutation rates were calculated using the Ma–Sandri–Sarkar maximum likelihood method and 95% confidence intervals were calculated.

### Primer extension assays

RPA, RFC, PCNA, and Pol ε were purified using a standard protocol^30^. Reactions were performed at 30 °C in polymerization buffer (25 mM Hepes-KOH pH 7.6, 10 mM Mg-Acetate, 0.02% NP-40S, 60 mM K-Acetate, 5% glycerol). The reactions contained 1 nM circular DNA template (M13mp18 ssDNA, NEB) annealed to a radio-labeled oligo (^32^P-5ʹ-CCCAGTCACGACGTTGTAAAACG), 60 nM PCNA, 10 nM RFC, 400 nM RPA, 5 mM ATP, 2.5 mM DTT, 0.1 mg ml^−1^ BSA and 100 nM of either Pol ε^WT^ or Pol ε^REL^. Polymerase reactions were initiated by the addition of dNTPs (200 μM each) to the mix. Reactions were stopped at indicated times by taking an aliquot and adding 50 mM EDTA and 0.4% SDS. Products from the reaction were separated on 0.8% alkaline agarose gel (30 mM NaOH and 2 mM EDTA), dried, and imaged using Typhoon FLA 7000. Quantification of the gel images was performed using the ImageJ software.

### DNA replication assays

Reactions were carried out using pARS1 (4.8 kb) as template and proteins were purified as shown previously^30^. All the steps of the replication assay were carried out at 30 °C. First, Mcm2-7 loading was performed in a 10 μl reaction by incubating 10 nM plasmid DNA template, 50 nM ORC, 50 nM Cdc6 and 100 nM Cdt1·Mcm2-7 in a buffer consisting of 25 mM HEPES-KOH (pH 7.6), 0.02% NP-40, 10 mM magnesium acetate, 5% glycerol, 100 mM potassium acetate, 2 mM DTT and 5 mM ATP for 15 min. DDK was then added to 125 nM and incubation continued for a further 15 min. DNA replication was initiated by the addition of 15 μl master mix of replication proteins resulting in final concentration of 60 nM Sld3·7, 80 nM Cdc45, 50 nM CDK, 80 nM GINS, 30 nM Dpb11, 80 nM Sld2, 120 nM RPA, 60 nM Pol α, 35 nM Ctf4, 20 nM RFC, 70 nM PCNA, 4 nM Pol δ, 20 nM Csm3·Tof1, 20 nM Mrc1, 15 nM Mcm10, 30 nM Top1, and 30 nM Top2. Concentration of Pol ε^WT^ or Pol ε^REL^ was 30 nM in Fig. 4e, or as indicated in Fig. 4f. The final replication reaction also included 0.2 mg ml^−1^ BSA, 40 μM each dATP/dGTP/dTTP/dCTP, 200 μM each GTP/CTP/UTP, 66 nM α^32^P-dATP (3000 Ci mmol^−1^), 16 mM creatine phosphate, 0.04 mg ml^−1^ creatine kinase, 190 nM potassium acetate, 20 mM sodium chloride, and 15 mM potassium chloride. Reactions were terminated after 30 min by adding 40 mM EDTA, 1.6 U Proteinase K and 0.3% SDS and incubating the mix at 37 °C for 30 min. DNA was isolated by phenol/chloroform extraction and unincorporated nucleotides were removed with G-50 spin columns equilibrated with TE buffer. The sample was then fractionated on a 0.8% alkaline agarose gel (30 mM NaOH and 2 mM EDTA), dried, and imaged using Typhoon FLA 7000. Quantification of the gel images was performed using the ImageJ software.

### Protein purification

Proteins used in the replication and primer extension assays were purified to close to homogeneity. The purification scheme was modified for the following proteins as described below. In all cases, cells carrying galactose inducible protein expression constructs were grown at 30 °C in YP-GL (YP + 2% glycerol/2% lactic acid) to a density of 2–4 × 10^7^ cells ml^−1^. Galactose was then added to 2% and cell growth continued for 4 h. In the case of Dpb11, cells were arrested in G1 phase for 3 h by addition of 100 ng ml^−1^ alpha-factor prior to the addition of galactose. Cells were harvested by centrifugation and washed once with 1 M sorbitol/25 mM Hepes-KOH pH 7.6 followed by a second wash with buffers as indicated. Washed cells were resuspended in 0.5 volumes of respective buffers as indicated and frozen dropwise in liquid nitrogen; the resulting popcorn was stored at −80 °C. Frozen popcorn was crushed in a freezer mill (SPEX CertiPrep 6850 Freezer/Mill) for six cycles of 2 min at a rate of 15 impacts per second. Extracts were clarified by centrifugation at 195,000 x *g* for 45 min (T647.5 rotor), and subject to different types of purification scheme as described. All proteins were stored at −80 °C in aliquots.

To purify Csm3 and Tof1 proteins, cells were washed with buffer C (25 mM Hepes-KOH pH 7.6/0.02% NP-40 S/10% glycerol/1 mM DTT)/100 mM NaCl and resuspended in ½ volume of buffer C/100 mM NaCl/protease inhibitors for preparation of cell popcorn. Cell powder was thawed on ice, one volume of buffer C/100 mM NaCl was added, and the resulting suspension supplemented with an additional 200 mM NaCl prior to clarification of the extract by ultracentrifugation. The soluble extract was supplemented with 2 mM CaCl_2_ and incubated with calmodulin affinity beads for 3 h at 4 °C. The beads were washed with 10 CV (column volume) buffer C/300 mM NaCl/2 mM CaCl_2_, and bead-bound protein eluted with 6 CV buffer C/300 mM NaCl/1 mM EDTA/2 mM EGTA. Eluates were pooled, diluted with an equal volume of buffer C, and fractionated on a Mono Q 5/50 GL column using a gradient of 150–1000 mM NaCl over 30 CV. Peak fractions from the Mono Q step were pooled and run through Superdex 200 gel filtration column equilibrated in buffer C/300 mM KOA and collect the peak fractions.

To purify the Mrc1 protein, cells were washed with buffer M (25 mM Hepes-KOH pH 7.6/1 mM EGTA/1 mM EDTA/0.02% NP-40 S/10% glycerol/0.5 mM DTT)/100 mM NaCl and resuspended in ½ volumes of buffer M/100 mM NaCl/protease inhibitors for preparation of popcorn. Cell powder was thawed on ice, one volume of buffer M/100 mM NaCl was added, and the resulting suspension was supplemented with an additional 300 mM NaCl prior to clarification of the extract by ultracentrifugation. The clarified extract was incubated with M2-agarose anti-FLAG beads at 4 °C for 3 h. The beads were washed with 10 CV of buffer M/400 mM NaCl, resuspended in buffer M/400 mM NaCl/10 mM Mg-Acetate/1 mM ATP and incubated for 10 min at 4 °C, washed again with 10 CV of buffer M/400 mM NaCl, and bound protein eluted with 1 CV of buffer M/400 mM NaCl/FLAG peptide (0.5 mg ml^−1^) followed by 2 CV of buffer M/400 mM NaCl/FLAG peptide (0.25 mg ml^−1^). Eluates were pooled and diluted with equal volume of buffer M and fractionated on Mono Q column with a salt gradient of 200–1000 mM NaCl over 10 CV. Peak fractions from Mono Q step were pooled and dialyzed against 25 mM Hepes-KOH pH 7.6/1 mM EDTA/0.02% NP-40-S/40% glycerol/150 mM NaCl/0.5 mM DTT.

To purify the Dpb11 protein, cells were washed with buffer D (45 mM Hepes-KOH pH 7.6/0.02% NP-40 S/10% glycerol/1 mM DTT)/100 mM NaCl and resuspended in ½ volumes of buffer D/100 mM NaCl/protease inhibitors for popcorn preparation. Cell powder was thawed on ice, one volume of buffer D/100 mM NaCl was added, the resulting suspension supplemented with an additional 200 mM NaCl and 0.45% polymin P pH 7.3, and the extract clarified by ultracentrifugation. The clarified extract was supplemented with 2 mM CaCl_2_ and incubated with calmodulin affinity beads for 6 h at 4 °C. The beads were washed with 10 CV buffer D/300 mM NaCl/2 mM CaCl_2_, and the bead-bound protein eluted with 10 CV buffer D/300 mM NaCl/1 mM EDTA/2 mM EGTA. Peak fractions were pooled, dialyzed against buffer D/150 mM NaCl, and fractionated on a Mono Q 5/50 GL column with a salt gradient of 150–1000 mM NaCl over 20 CV. Peak fractions from the Mono Q step were pooled, spin-concentrated, and fractionated on a Superdex 200 gel filtration column equilibrated in buffer D/300 mM KOAc to collect the peak fractions.

To purify the Sld2 protein, cells were washed with buffer S (25 mM Hepes-KOH pH 7.6/0.02% NP-40 S/10% glycerol/1 mM EDTA/1 mM DTT)/100 mM KCl and resuspended in ½ volumes of buffer S/100 mM KCl/protease inhibitors for popcorn preparation. Crushed cell powder was thawed on ice, one volume of buffer S/100 mM KCl was added, and the resulting suspension was supplemented with 400 mM KCl prior to clarification of the extract by ultracentrifugation. The clarified extract was incubated with M2-agarose anti-FLAG beads for 1 h at 4 °C. The beads were washed with 10 CV buffer S/500 mM KCl and bead-bound protein was eluted with 1 CV of buffer S/500 mM KCl/FLAG peptide (0.5 mg ml^−1^) followed by 2 CV of buffer S/500 mM KCl/FLAG peptide (0.25 mg ml^−1^). Peak fractions were pooled, dialyzed against buffer S/350 mM KCl and stored in aliquots. Pol ε^WT^ was purified as described previously^30^ but from asynchronous cells. Pol ε^REL^ was purified identically to Pol ε^WT^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The whole-genome-sequencing data associated with this study are available through GEO accession GSE132450. The source data underlying Figs. 1b, e, 2a–c, 3a–d, 4a–f, 5b–e, 6b, c and Supplementary Figs. 1b, c, 2c–f, 3a, c, 5b–f, 6d are provided as a Source data file. All data is available from the authors upon reasonable request.

## Source data

Source Data

# Supplementary material for: DNA polymerase ε relies on a unique domain for efficient replisome assembly and strand synthesis
**Source:** Nat Commun. 2020 May 15;11:2437. doi: 10.1038/s41467-020-16095-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **DNA polymerase $\epsilon$ relies on a unique domain for efficient replisome assembly and strand synthesis**

Meng et al.

## Supplementary Figure 1.

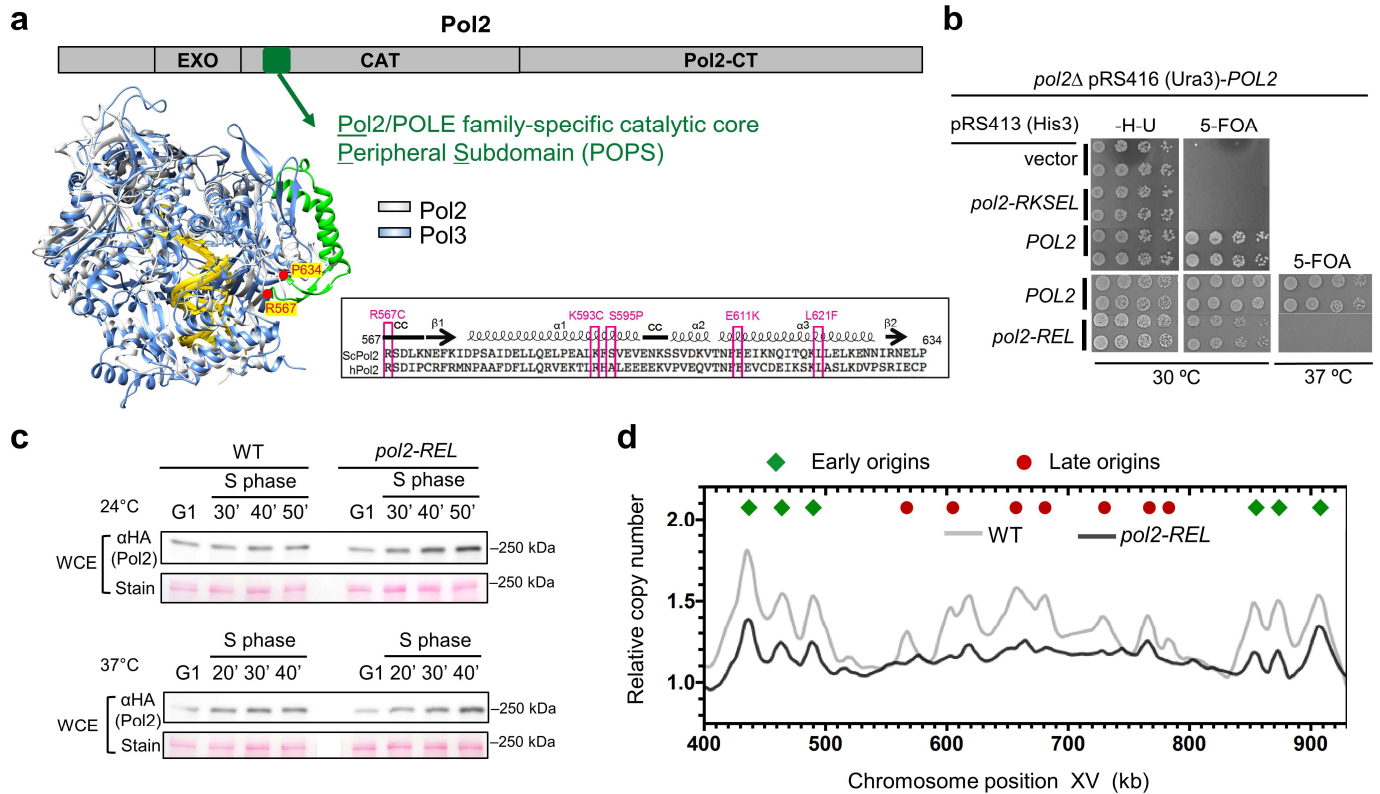

## Supplementary Figure 1. Modeling cancer-associated POLE mutations at POPS in yeast reveals its contribution to DNA replication.

**a.** POLE mutations modeled in Pol2. Top, schematic of Pol2 domain structure. EXO: Exonuclease domain, CAT: Catalytic core, CT: C-terminal structure domain. Bottom left: the crystal structure of Pol2 N-terminal half (cornflower blue, PDB, 4M8O) is superimposed with that of the budding yeast Pol3 (light grey, PDB, 3IAY). DNA is colored gold and POPS is bright green and the amino acids marking the boundaries of POPS are labeled. Bottom right: POPS sequence alignment between Pol2 and human POLE (hPOLE) with the secondary structure of Pol2 indicated. Five cancer-associated POLE mutations are boxed purple with the residue changes in Pol2 labeled.

**b.** Plasmid shuffle experiments show that mutating five conserved residues in POPS leads to lethality while mutating three of these results in slower growth and temperature sensitivity. A *URA3*-marker plasmid bearing the *POL2* gene supported the viability of cells that lack the endogenous *POL2* (*pol2Δ* pRS416-*POL2*). This strain was transformed with a *HIS3*-marker plasmid (pRS413) bearing *POL2* or its mutated forms, either with five POPS mutations, *pol2-RKSEL* (*pol2-R567C*, *K593C*, *S595P*, *E511K*, *L621F*), or three POPS mutations, *pol2-REL* (*pol2-R567C*, *E511K*, *L621F*). Transformants all grew on media lacking uracil and histidine (-H-U). Forcing cells to lose pRS416-*POL2* by 5-FOA selection revealed that pRS413-*pol2-RKSEL* failed to support growth, while pRS413-*pol2-REL* permitted slower growth at 30°C, but not at 37°C.

**c.** Pol2-REL protein levels are similar to those of wild-type Pol2 in G1 and S phase cells. Experiments were done as in Fig. 1c and HA-tagged Pol2 was examined in cell extract by western blotting. Stains serve as the loading control. Similar results were obtained using two independent strains per genotype.

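The section lies on chromosome XV from 400000 to 930000 (SacCer2) and holds 516 of the bins that do not overlap and have a relative copy number in both genotypes at 40 min. The mean over these bins was 1.06 in wild type and 1.00 in *pol2-REL* at 40 min, relative to a mean of 1 over the whole chromosome. Of the bins, 64.3% were lower in *pol2-REL* at 40 min (95% Wilson interval 60.1 to 68.4%). At 30 min 76.2% were lower, with means of 1.07 in wild type and 1.02 in *pol2-REL*. At 40 min, dividing both genotypes by the sum of the G1 libraries gave 52.8%, so the share of 64.3% depended on the G1 library. Setting the 5th percentile of the chromosome to 1, chosen after seeing the data, gave 93.4%. After smoothing, values ran from 0.807 to 1.49 in wild type and from 0.832 to 1.25 in *pol2-REL*, with the highest value of both genotypes in the bin from 436001 to 437000. The highest values plotted in the paper's figure are about 1.8 in wild type and 1.4 in *pol2-REL*, read by eye. The values here are thus not those plotted, and the reason was not tested. The SD of the smoothed values was 0.130 in wild type and 0.0656 in *pol2-REL*. Peaks were called at 14 origins in the section, 2 of them early and 12 late by their height at 30 min. The height over the flanks at 40 min was lower in *pol2-REL* at both early and 10 of the late origins. Of these 12 differences, 4 were over 3 times their counting error and 5 were smaller than it. At the early origin from 436001 to 437000 it was 0.357 in wild type and 0.336 in *pol2-REL*, within the counting error of the difference, 0.0350. At the late origin from 681001 to 682000 it was 0.152 in wild type and -0.0204 in *pol2-REL*, with a counting error of 0.0273.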

**d.** Relative DNA copy numbers in a section of chromosome XV based on genome-sequencing results. WT and *pol2-REL* cells were examined 40 min post-release at 24°C as in Fig. 1c. Confirmed replication origins according to DNA Replication Origin Database (OriDB) <sup>1</sup> are labeled. Source data are provided as a Source Data file.

## Supplementary Figure 2.

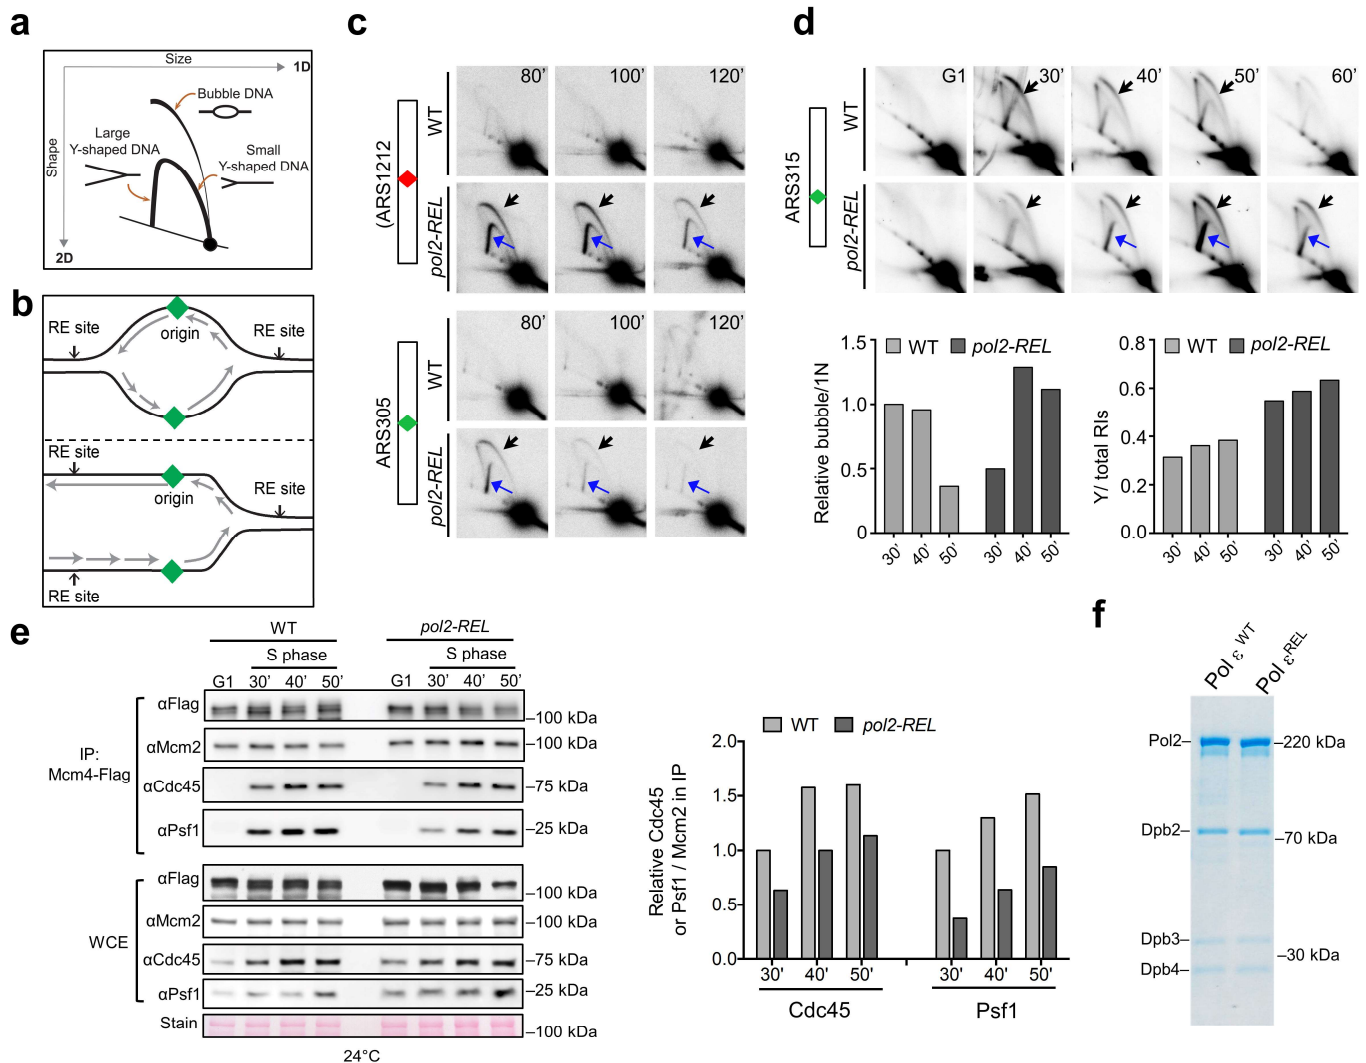

### Supplementary Figure 2. Effects of *pol2-REL* on replication fork progression and CMG levels

**a.** Schematics to show 2D gel signals that represent different forms of replication intermediates.

**b.** Schematics to show replication initiation from an origin at the mid-point of a restriction fragment (RE). Symmetric replication produces bubble RIs (top), while asymmetric replication due to slowing down one of the sister replication forks give rise to Y-shaped RIs (bottom).

**c.** 2D gel data for later time points in the S phase show persistent replication intermediates in *pol2-REL* cells. Experiments were performed, and data are represented as in Fig. 1e.

**d.** 2D gel data for ARS315. Experiments were performed, and data are represented as in Fig. 1e, except that ARS315 region was examined.

**e.** *pol2-REL* reduces CMG levels. Experiments were performed, and data are presented as in Fig. 2a, except 24°C samples were assayed. Similar results were obtained using two independent strains per genotype.

**f.** Pol ε<sup>REL</sup> is similarly purified as Pol ε<sup>WT</sup> from yeast cells. Experimental details are described in Methods. A picture of Coomassie-stained gel is shown. Similar results were obtained from two independent experiments.

Source data are provided as a Source Data file.

Supplementary Figure 3.

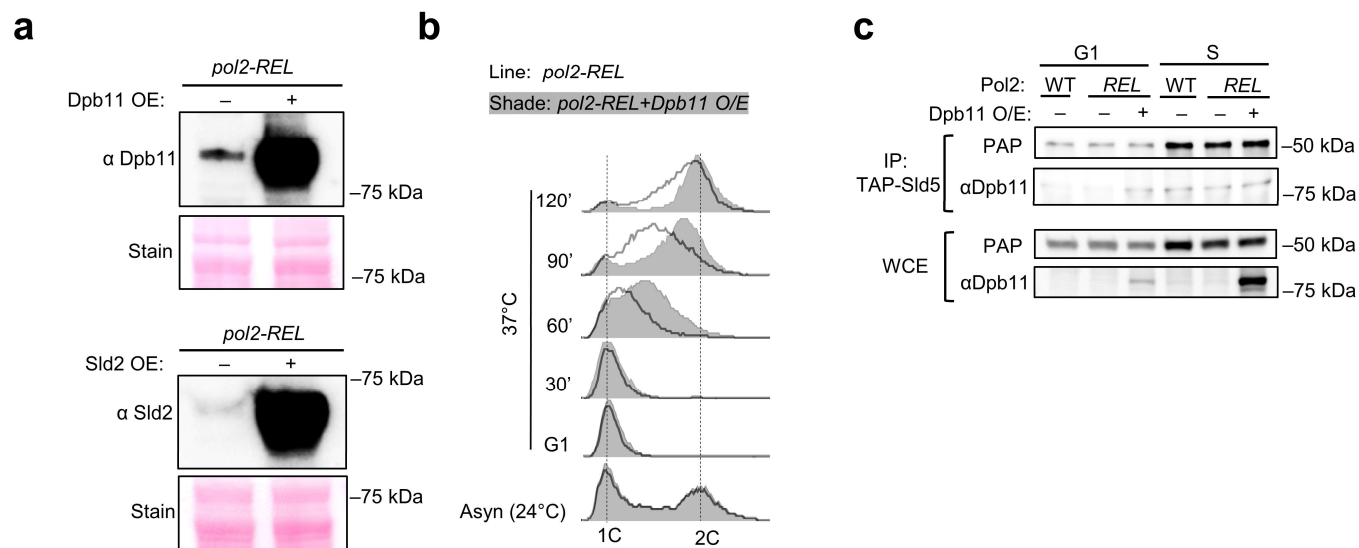

**Supplementary Figure 3. The effects of increased Dpb11 dosage in *pol2-REL* cells.**

**a.** Dpb11 and Sld2 protein levels increase upon induction. After G1 arrest at 24°C, Dpb11 or Sld2 overexpression was induced by galactose for 2 hrs. Protein extracts were examined side-by-side with endogenously expressed Dpb11 (top) or Sld2 (bottom) by Western blots.

**b.** Dpb11 overexpression improves replication in *pol2-REL* cells as shown by flow cytometry analyses. *pol2-REL* cells containing the Dpb11 overexpression construct (O/E, shade) or not (line) were examined as in panel (a), except that cells were further released into S phase.

**c.** Dpb11 overexpression does not affect its association with GINS. As in Fig. 3d, except TAP-tagged GINS subunit Sld5 was immunoprecipitated and co-purified Dpb11 was examined. For all panels, similar results were obtained using at least two independent strains per genotype.

Source data are provided as a Source Data file.

## Supplementary Figure 4.

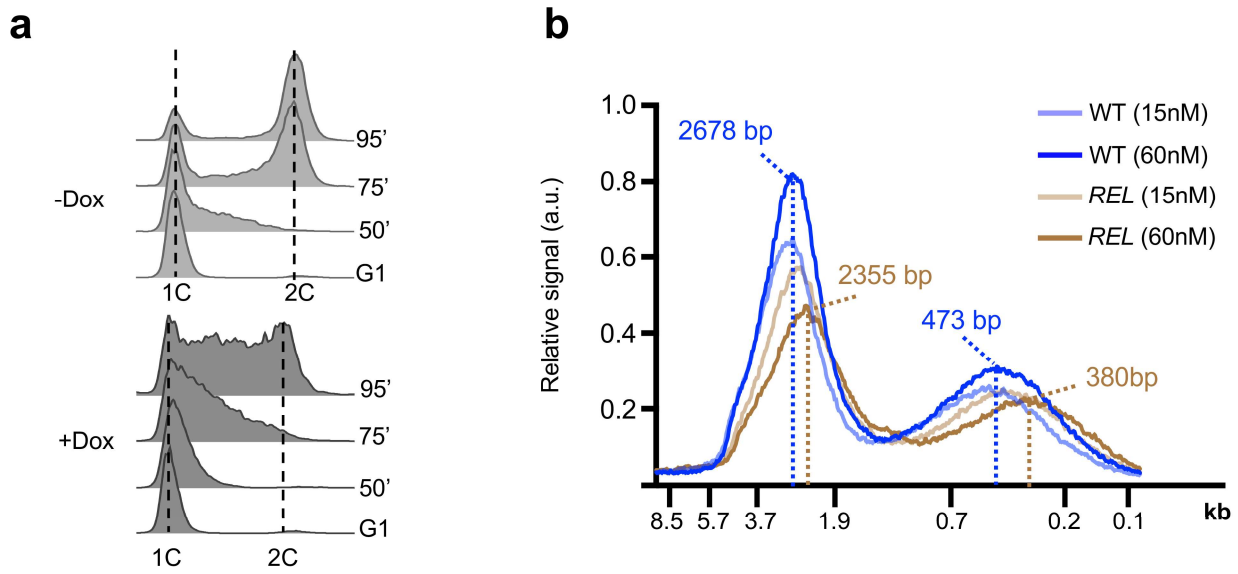

### Supplementary Figure 4. Replication progression is defective in the presence of Pol $\epsilon^{\text{REL}}$ .

- a.** Flow cytometry analyses show that Dpb11 downregulation induced by doxycycline treatment slows genome synthesis compared with control cells without doxycycline treatment. Experiments were done as in Fig. 4a.
- b.** Traces of lanes 2, 4, 6, and 8 of Fig. 4d are plotted to illustrate the reduction in nascent leading and lagging strand lengths in the presence of Pol  $\epsilon^{\text{REL}}$  relative to Pol  $\epsilon^{\text{WT}}$ . The peak values of leading and lagging strand lengths are indicated.

## Supplementary Figure 5.

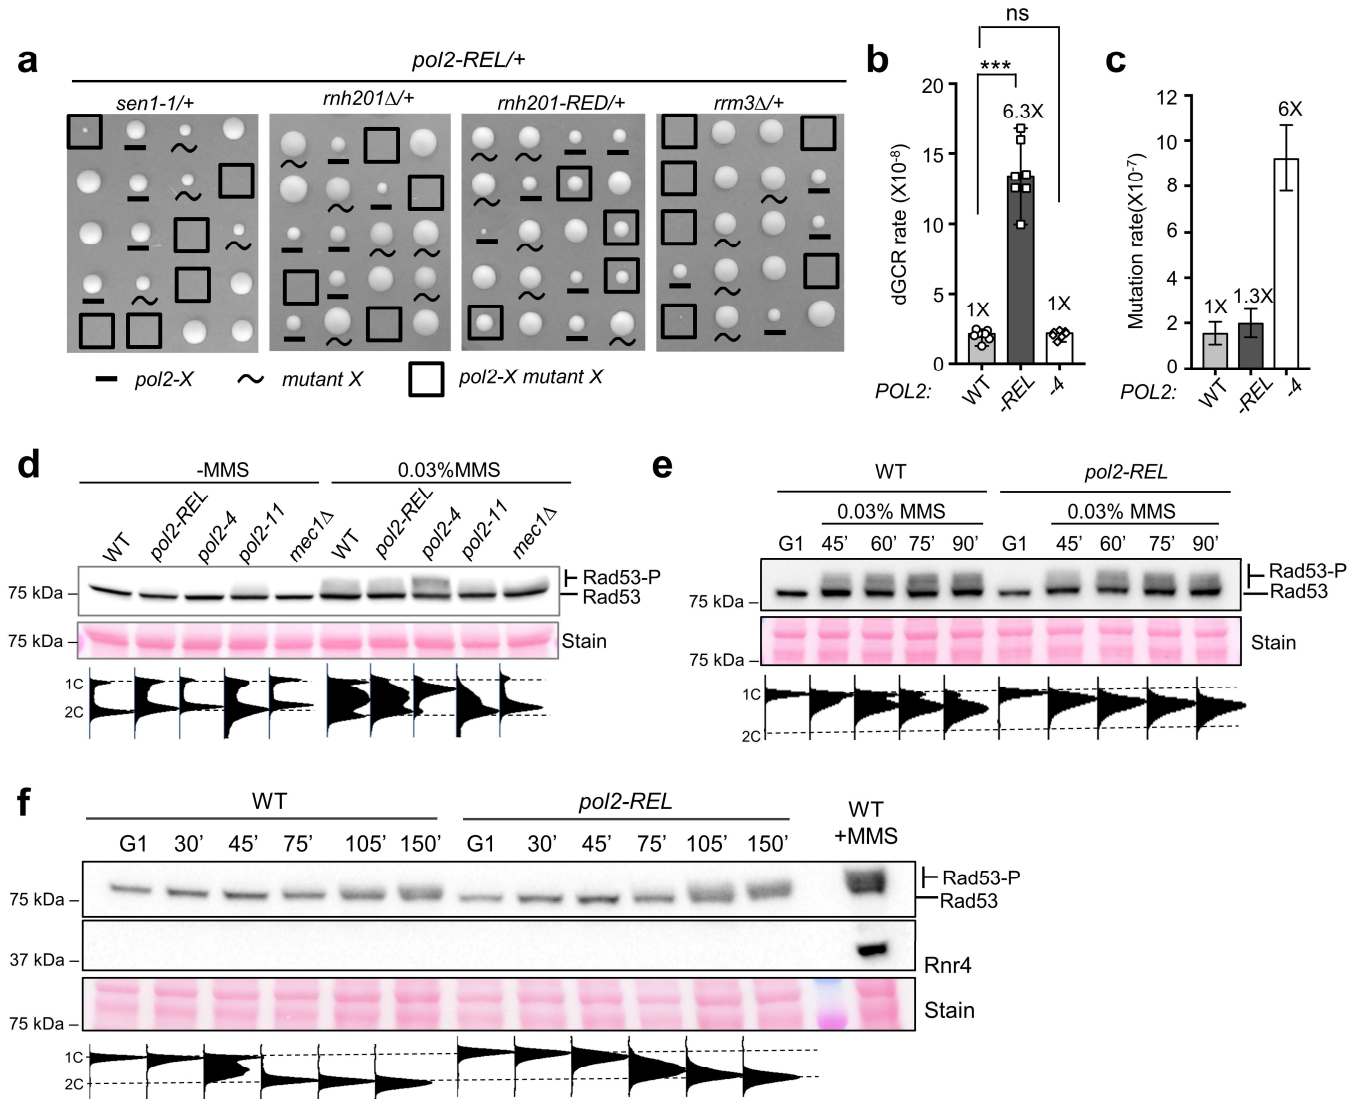

### Supplementary Figure 5. *pol2-REL* is proficient for mutation avoidance and S phase checkpoint.

**a.** Tetrad analyses of *pol2-REL* crosses to indicated mutants. Five representative tetrads per cross are shown for each diploid with indicated genotype.

**b-c.** *pol2-REL* increases GCR rates but not mutation rates. Experiments were performed, and data are presented similar to Figs. 5d and 5e except that cells were examined at 24°C. Data for *pol2-4* cells are shown as a comparison. For panel b, two-tailed Mann-Whitney tests were performed for statistical analysis. ns, not significant,  $p > 0.05$ ; \*\*\*,  $p < 0.001$ . Error bars indicate 95% confidence intervals. Data are presented as median rates of at least seven cultures from two biological replicates per genotype. For panel c, data are presented as mean rates determined from 72 cultures and two biological replicates per genotype and error bars for 95% confidence intervals.

**d-e.** Representative western blots to show that *pol2-REL* and *pol2-4*, but not *pol2-11*, are proficient for activating the DNA replication checkpoint upon treatment by the replication stress agent MMS. (d) Asynchronous cells of the indicated genotype were treated with 0.03% MMS for two hours. As shown previously, the upshifted band represents phosphorylated Rad53 protein, a marker for replication checkpoint. Equal loading is shown by Ponceau S staining (stain). FACS analyses (bottom) show that wild-type, *pol2-REL*, and *pol2-4* cells exhibited MMS-induced S phase arrest, whereas checkpoint defective *pol2-11* and *mec1Δ sml1Δ* cells failed to arrest in S phase and advanced to G2/M

phase. (e) as in (d), except that cells were first arrested in the G1 phase by alpha-factor and release into MMS-containing media for time-course analyses.

**f.** Time-course analyses show that wild-type and *pol2-REL* cells behave similarly in the S phase. Two checkpoint markers, including Rad53 phosphorylation and Rnr4 induction, were examined at 24°C. Cells were collected as in Figs. 1c-1e. *pol2-REL* behaved like wild-type for examined markers during the G1 (0 min) and S phase (45 min). In G2/M phase (105 min and 150 min), *pol2-REL* cells exhibited increased Rad53 phosphorylation compared to wild-type cells, indicating the G2/M phase checkpoint activation.

For panels d-f, similar results were obtained using at least two independent strains per genotype.

Source data are provided as a Source Data file.

## Supplementary Figure 6.

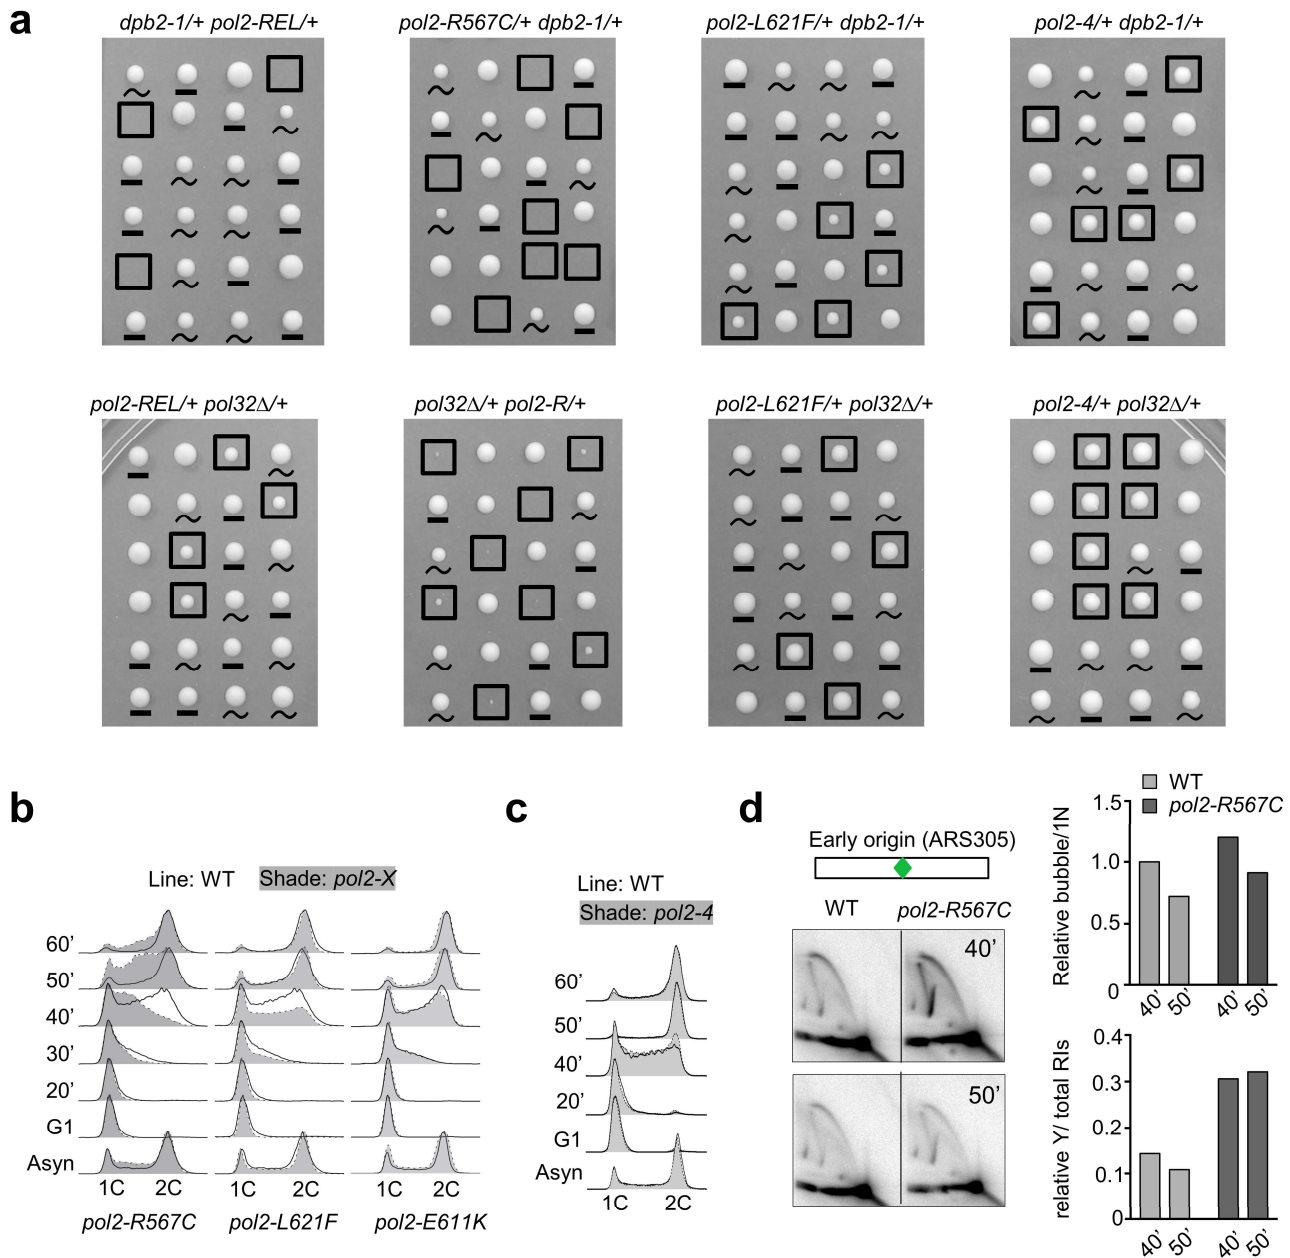

### Supplementary Figure 6. Examination of single point mutations of POPS.

**a.** Tetrad analyses of POPS mutations and *pol2-4* crosses to either *dpb2-1* or *pol32Δ*. Six representative tetrads per cross are shown for each diploid with indicated genotype.

**b-c.** *pol2-R567C* and *pol2-L621*, but not *pol2-E611K* or *pol2-4*, exhibit slow S phase progression as determined by flow cytometry analyses. Experiments were done as in Fig. 1c.

**d.** *pol2-R567C* cells exhibit asymmetric replication intermediates at an early origin ARS305. Experiments were conducted, and data are presented as in Fig. 6b. Similar results were obtained using two independent strains per genotype. Source data are provided as a Source Data file.

### Supplementary Figure 7.

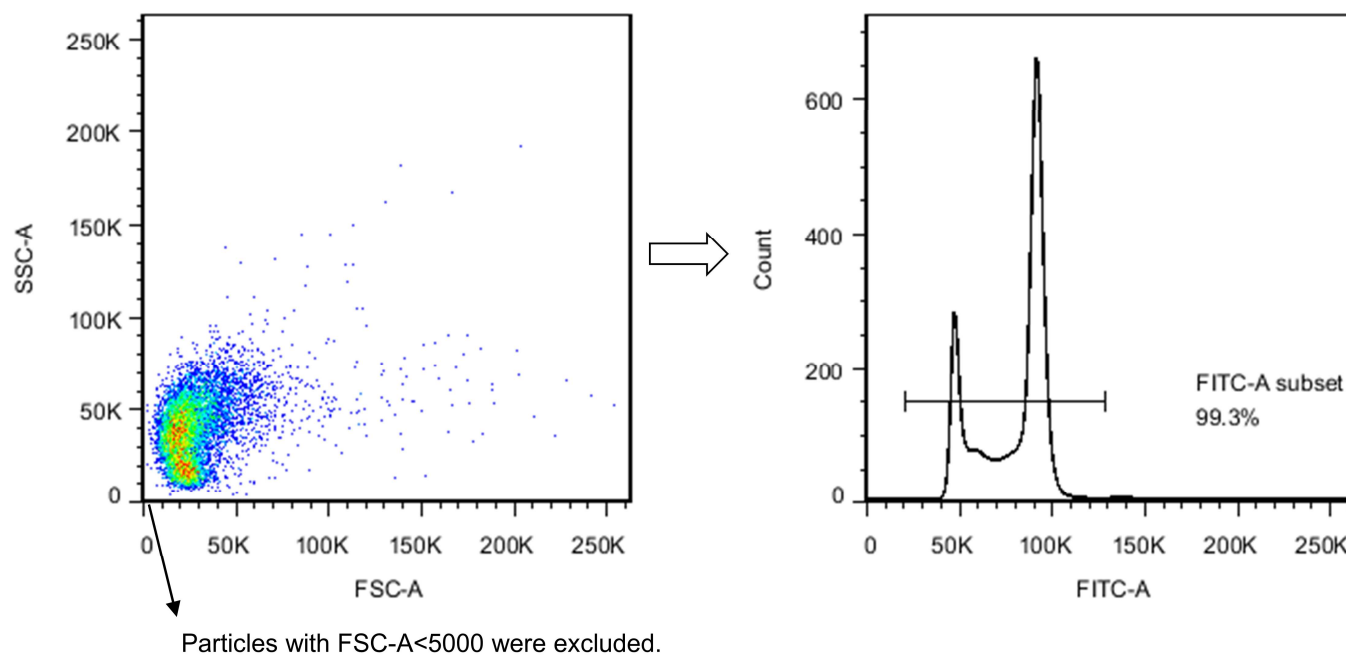

### Supplementary Figure 7. Gating strategy for flow cytometry experiments.

Particles with FSC-Area smaller than 5,000 were first excluded. Gating was then performed based on the cell counts versus Sytox green intensity (FITC-A) histogram. Events with the relative FITC-A value between 20,000 and 130,000 were collected for each sample. Unstained cells were used as a negative control to determine the gate.

**Supplementary Table 1. Yeast strains used in this study.**

| Strain    | Genotype                                                                                  | Source     |
|-----------|-------------------------------------------------------------------------------------------|------------|
| X7021-4a  | <i>MATa POL2-3HA::KAN</i>                                                                 | This study |
| X7022-7a  | <i>MATa pol2-REL (R567C E611K L621F)-3HA::KAN</i>                                         | This study |
| X7143-19b | <i>MATa POL2-3HA::KAN DPB11-9MYC::HIS3 SLD2-10FLAG::LEU2</i>                              | This study |
| X7144-17c | <i>MATa pol2-REL-3HA::KAN DPB11-9MYC::HIS3 SLD2-10FLAG::LEU2</i>                          | This study |
| X7091-10a | <i>MATa POL2-3HA::KAN MCM4-3FLAG::KAN</i>                                                 | This study |
| X7092-7b  | <i>MATa pol2-REL-3HA::KAN MCM4-3FLAG::KAN</i>                                             | This study |
| X7108-1c  | <i>MATa POL2-3HA::KAN ura3::pGAL-DPB11::URA3</i>                                          | This study |
| X7108-5c  | <i>MATa POL2-3HA::KAN trp1::pGAL-SLD2::TRP1</i>                                           | This study |
| X7109-2c  | <i>MATa pol2-REL-3HA::KAN ura3::pGAL-DPB11::URA3</i>                                      | This study |
| X7109-12c | <i>MATa pol2-REL-3HA::KAN trp1::pGAL-SLD2::TRP1</i>                                       | This study |
| X7659-7d  | <i>MATa pol2-REL-3HA::KAN ura3::pGAL-DPB11::URA3<br/>MCM4-3FLAG::KAN</i>                  | This study |
| X7569-19a | <i>MATa POL2-3HA::KAN SLD2-10FLAG::LEU2</i>                                               | This study |
| X7570-1c  | <i>MATa pol2-REL-3HA::KAN SLD2-10FLAG::LEU2</i>                                           | This study |
| X7570-18d | <i>MATa pol2-REL-3HA::KAN ura3::pGAL-DPB11::URA3 SLD2-10FLAG::LEU2</i>                    | This study |
| X7641-3a  | <i>MATa POL2-3HA::KAN SLD2-10FLAG::LEU2 SLD5-TAP::KAN</i>                                 | This study |
| X7642-2d  | <i>MATa pol2-REL-3HA::KAN SLD2-10FLAG::LEU2 SLD5-TAP::KAN</i>                             | This study |
| X7643-10a | <i>MATa pol2-REL-HA::KAN SLD2-10FLAG::LEU2<br/>ura3::pGAL-DPB11::URA3 SLD5-TAP::KAN</i>   | This study |
| X7981-15c | <i>MATa bar1Δ POL2-3HA::KAN SLD2-10FLAG::LEU2<br/>SSN6::pST1760(HIS3) dpb11-iaID::KAN</i> | This study |
| X8041     | <i>pol2-REL-3HA::KAN/+ sen1-1::HIS3/+</i>                                                 | This study |
| X7990     | <i>pol2-REL-3HA::KAN/+ rnh201Δ::KAN/+</i>                                                 | This study |
| X8269     | <i>pol2-REL-3HA::KAN/+ rnh201-RED (P45D-Y219A)/+</i>                                      | This study |
| X7992     | <i>pol2-REL-3HA::KAN/+ rrm3Δ::KAN/+</i>                                                   | This study |
| X7775-4a  | <i>POL2-3HA::KAN ura3Δ can1Δ YEL068C::URA3-CAN1</i>                                       | This study |
| X7776-5c  | <i>pol2-REL-3HA::KAN ura3Δ can1Δ YEL068C::URA3-CAN1</i>                                   | This study |
| X7777-3c  | <i>pol2-R567C-3HA::KAN ura3Δ can1Δ YEL068C::URA3-CAN1</i>                                 | This study |
| X7772-13c | <i>POL2-3HA::KAN ura3Δ can1Δ YEL072W::URA3-CAN1</i>                                       | This study |
| X7773-4c  | <i>pol2-REL-3HA::KAN ura3Δ can1Δ YEL072W::URA3-CAN1</i>                                   | This study |
| X7774-12a | <i>pol2-R567C-3HA::KAN ura3Δ can1Δ YEL072W::URA3-CAN1</i>                                 | This study |
| X7979-1c  | <i>pol2-4 (pol2-D290A E292A) ura3Δ can1Δ YEL072W::URA3-CAN1</i>                           | This study |
| X7689-3b  | <i>MATa pol2-REL-3HA::KAN CAN1</i>                                                        | This study |
| X7690-11b | <i>MATa POL2-3HA::KAN CAN1</i>                                                            | This study |
| X7978-6c  | <i>MATa pol2-4 CAN1</i>                                                                   | This study |
| T2020-4   | <i>MATa pol2-R567C-3HA::KAN</i>                                                           | This study |
| T2094-11  | <i>MATa pol2-L621F-3HA::KAN</i>                                                           | This study |
| T2043-1   | <i>MATa pol2-E611K</i>                                                                    | This study |
| X7837-12a | <i>MATa pol2-4</i>                                                                        | This study |

|         |                                                                                                                                   |                             |
|---------|-----------------------------------------------------------------------------------------------------------------------------------|-----------------------------|
| X7505   | <i>pol2-REL-3HA::KAN/+ dpb2-1(D300N K521R V565F G662R)/+</i>                                                                      | This study                  |
| X7506   | <i>pol2-R567C-3HA::KAN/+ dpb2-1/+</i>                                                                                             | This study                  |
| X7888   | <i>pol2-L621F-3HA::KAN/+ dpb2-1/+</i>                                                                                             | This study                  |
| X7891   | <i>pol2-4/+ dpb2-1/+</i>                                                                                                          | This study                  |
| X7897   | <i>pol2-REL-3HA::KAN/+ pol32Δ::hphNT1/+</i>                                                                                       | This study                  |
| X7907   | <i>pol2-R567C-3HA::KAN/+ pol32Δ::hphNT1/+</i>                                                                                     | This study                  |
| X7908   | <i>pol2-L621F-3HA::KAN/+ pol32Δ::hphNT1/+</i>                                                                                     | This study                  |
| X7909   | <i>pol2-4/+ pol32Δ::hphNT1/+</i>                                                                                                  | This study                  |
| G654    | <i>MATa pol2-11 (Δ2192-2222)</i>                                                                                                  | Previous study <sup>2</sup> |
| T1906-4 | <i>Mat a pep4Δ::kanMX bar1::hphNAT1 Gal-Gal4 (HIS3) Gal-Dpb2/Dpb3(LEU2)<br/>Gal-pol2-REL(R567C, E611K, L621F)-CBP/Dpb4 (URA3)</i> | This study                  |
| YDR137  | <i>MATa pep4::kanMX bar::hphNAT1 Gal-Gal4 (HIS3) Gal-Csm3-CBP/Tof1 (URA3)</i>                                                     | This study                  |
| YDR163  | <i>MATa pep4::kanMX bar::hphNAT1 Gal-Gal4 (HIS3) Gal-Mrc1-FLAG (LEU2)</i>                                                         | This study                  |
| YDR110  | <i>MATa pep4::kanMX bar::hphNAT1 Gal-Gal4 (HIS3) Gal-DPB11-CBP (URA3)</i>                                                         | Previous study <sup>3</sup> |
| YSD13   | <i>MATa pep4::kanMX bar::hphNAT1 Gal-Gal4 (HIS3) Gal-Sld2-FLAG (URA3)</i>                                                         | Previous study <sup>3</sup> |

Only one strain for each genotype is listed, but at least two independent isolates of each genotype were used in each of the cell-based experiments.

**Supplementary Table 2. Plasmids used in this study.**

| <b>Plasmid</b> | <b>Genotype</b>                                                      | <b>Source</b>               |
|----------------|----------------------------------------------------------------------|-----------------------------|
| pXZ860         | <i>pRS416-POL2-3HA::KAN (URA3)</i>                                   | This study                  |
| pXZ861         | <i>pRS413- POL2-3HA::KAN (HIS3)</i>                                  | This study                  |
| pXZ864         | <i>pRS413-pol2-R567C, K593C, S595P, E611K, L621F-3HA::KAN (HIS3)</i> | This study                  |
| pXZ865         | <i>pRS413-pol2-R567C, E611K, L621F-3HA::KAN (HIS3)</i>               | This study                  |
| p581           | <i>pBY011-RNH1</i>                                                   | Previous study <sup>4</sup> |

**Supplementary Table 3. Primers used in this study.**

| Experiments     | Alleles/Regions   | Sequences (5' to 3')                  |
|-----------------|-------------------|---------------------------------------|
| 2D gel analysis | ARS305            | (F) ACGCTCTGGC TTTTCGATCA             |
|                 |                   | (R) CGGACAGATTCCCCATCTCG              |
|                 | ARS1212           | (F) AGTTTCGGGTTCAGAGGCAG              |
|                 |                   | (R) GTCTTCACCAGCTTGGGGTT              |
|                 | ARS315            | (F) GTGCTGCAAAGGCCATGAAA              |
|                 |                   | (R) ACATGAACTGTATGCCCCGA              |
| PFGE            | Chr. XII          | (F) TGCCGCCGACATTCTGTC                |
|                 |                   | (R) GAAACGGTGCTTTCTGGTAG              |
|                 | Chr. IV           | (F) TATGACCTATGGCAAACCTGG             |
|                 |                   | (R) TCTTGAACTGCGCTATCATCC             |
| Tetrad analysis | <i>pol2-4</i>     | (F) GACTTCTACTTTTTAGATGAAG            |
|                 |                   | (R) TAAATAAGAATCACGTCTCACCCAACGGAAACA |
|                 | <i>dpb2-1</i>     | (F) GCGACGCTTCTGTCAAGATT              |
|                 |                   | (R) TTGAATGGGAATTCCAAACG              |
|                 | <i>rnh201-RED</i> | (F) CCCACGGTAGAAGCATCCTT              |
|                 |                   | (R) AGTGATGCACGTAGTTGCGT              |
|                 | <i>rnh201Δ</i>    | (F) GGTATGCCTCCAGTAGGTGG              |
|                 |                   | (R) CAGGAAACGTAACAGCCTCTC             |
|                 | <i>rrm3Δ</i>      | (F) CACCGCTAACACAGACCC                |
|                 |                   | (R) AGGATCTGATTTCCCTCAC               |

## Supplementary References

- 1 Siow, C. C., Nieduszynska, S. R., Muller, C. A. & Nieduszynski, C. A. OriDB, the DNA replication origin database updated and extended. *Nucleic Acids Res.* **40**, D682-686 (2012).
- 2 Dua, R., Levy, D. L. & Campbell, J. L. Role of the putative zinc finger domain of *Saccharomyces cerevisiae* DNA polymerase epsilon in DNA replication and the S/M checkpoint pathway. *J. Biol. Chem.* **273**, 30046-30055 (1998).
- 3 Devbhandari, S., Jiang, J., Kumar, C., Whitehouse, I. & Remus, D. Chromatin constrains the initiation and elongation of DNA replication. *Mol. Cell* **65**, 131-141 (2017).
- 4 Makharashvili, N. *et al.* Sae2/CtIP prevents R-loop accumulation in eukaryotic cells. *Elife* **7**, e42733 (2018).

# Supplementary material for: DNA polymerase ε relies on a unique domain for efficient replisome assembly and strand synthesis
**Source:** Nat Commun. 2020 May 15;11:2437. doi: 10.1038/s41467-020-16095-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry: BD FACS Diva v6.

Data analysis

Whole Genome sequencing: FastQC v0.10.1, Cutadapt v1.9.1, BWA v0.7.8, Picard v1.110, Python v2.6, R v3.2.1.  
Flow cytometry: FlowJo v10.  
Statistics: Excel 2016, GraphPad Prism 7.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The whole genome sequencing data associated with this study are available through GEO accession GSE132450. All other relevant data are provided in the "source data file".

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For GCR assay and mutation rate assay, sample sizes were chosen based previous studies.<br>GCR assay: Putnam, C.D., and Kolodner, R.D. (2010). Determination of gross chromosomal rearrangement rates. Cold Spring Harb Protoc 2010, pdb.prot5492.<br>Mutation rate assay: Lang, G.I., and Murray, A.W. (2008). Estimating the per-base-pair mutation rate in the yeast <i>Saccharomyces cerevisiae</i> . Genetics 178, 67-82.<br>For all other experiments, each data set includes at least two biological replicates. |
| Data exclusions | We did not exclude data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | All the experimental findings have been reproduced in at least two biological replicates. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Samples were allocated randomly into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | For whole genome sequencing, GCR assay and mutation rate assay, we were blinded to group allocation during data collection and analysis. For all other experiments, the blinding was not necessary and we did enough repeated experiments to get the significant results.                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Dpb11 and anti-Cdc45 (from B. Stillman),<br>anti-Psf1 (from K. Labib),<br>anti-Dpb2 (from H. Araki),<br>anti-Mcm2 (Santa Cruz, sc-6680),<br>anti-Rad53 (Abcam, ab104232),<br>anti-Flag (Sigma-Aldrich, F1804, clone M2),<br>anti-Myc (Bio X Cell, BE0238, clone 9E10),<br>anti-HA (Roche, 11867423001, clone 3F10),<br>anti-Rnr4 (Abcam, ab6160, clone YL1/2).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | anti-Cdc45: Sheu YJ & Stillman B et al. Cdc7-Dbf4 Phosphorylates MCM Proteins via a Docking Site-Mediated Mechanism to Promote S Phase Progression. Mol Cell. (2006)<br>anti-Psf1: Gambus A et al. GINS maintains association of Cdc45 with MCM in replisome progression complexes at eukaryotic DNA replication forks. Nat Cell Biol. (2006)<br>anti-Dpb2 and anti-Dpb11: Muramatsu S et al. CDK-dependent complex formation between replication proteins Dpb11, Sld2, Pol ε, and GINS in budding yeast. Genes Dev. (2010)<br>anti-Mcm2: Mehanna A & Diffley J. Pre-replicative complex assembly with purified proteins. Methods. (2012)<br>anti-Rad53: Gan G et al. Helicase Subunit Cdc45 Targets the Checkpoint Kinase Rad53 to Both Replication Initiation and Elongation Complexes after Fork Stalling. Mol Cell. (2019)<br>anti-Flag: The ANTI-FLAG M2 mouse, affinity purified monoclonal antibody binds to fusion proteins containing a FLAG peptide |

sequence. The antibody recognizes the FLAG peptide sequence at the N-terminus, Met-N-terminus, C-terminus, and internal sites of the fusion protein.

anti-Myc: The 9E10 monoclonal antibody reacts with human c-myc, a 62 kDa transcription factor that plays a role in cell cycle progression, apoptosis and cellular transformation. c-Myc is commonly added to proteins of interest using recombinant DNA technology.

anti-HA: Anti-HA High Affinity is a monoclonal antibody to the HA-peptide (clone 3F10). Anti-HA High Affinity recognizes the HA peptide sequence (YPYDVPDYA), derived from the influenza hemagglutinin protein. The antibody recognizes its antigenic determinant even when the HA peptide epitope is introduced into unrelated recombinant proteins by a technique known as "epitope tagging".

anti-Rnr4: Tsaponina O et al. Ixr1 Is Required for the Expression of the Ribonucleotide Reductase Rnr1 and Maintenance of dNTP Pools. PLoS Genet. (2011)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                             |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Yeast cells were spun down from culture, and fixed in ice cold 70% ethanol. Cell were washed with and resuspended in NaCtirate buffer. RNase and Proteinase K were added sequentially to digest RNA and protein. Sytox green was used to stain the cells.   |
| Instrument                | BD LSRII                                                                                                                                                                                                                                                    |
| Software                  | BD FACS Diva Software was used for data collection, and Flowjo software was used for data analysis.                                                                                                                                                         |
| Cell population abundance | A minimum of 10,000 post-staining cells were analyzed for each condition.                                                                                                                                                                                   |
| Gating strategy           | Particles with FSC-Area smaller than 5,000 was excluded. Gating was based on the cell counts versus Sytox green intensity histogram, and 10,000 events were collected for each sample. Unstained cells were used as negative control to determine the gate. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

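Conditions were profiled by whole-genome sequencing, with wild-type and *pol2-REL* cells each in G1 and at 30 and 40 min after release at 24 °C, and 1 library per condition. The authors mapped the reads to the S288c reference (SacCer2), summed them into 1 kb bins and deposited the read counts of each library without normalization. For each S phase library they also deposited 3 ratio columns: the ratio of S phase to G1 counts, that ratio scaled to a mean of 1 on each chromosome, and a smoothed form of the scaled ratio. BWA, Cutadapt and Picard are named by the paper for the sequencing data. Removal of duplicates is not given in the sources used here. The methods describe a genome-wide mean of 1 and an adjustment by DNA content. The deposited scaled ratio has a mean of 1 per chromosome and no factor for DNA content, so it cannot show a genome-wide difference in level. The plan, which took it to include that factor, was kept as written.

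From these files, the 12070 bins that do not overlap were used. Conditions were taken from the sample labels and the paper. The scaled ratio was smoothed with a Gaussian kernel of 2 kb SD. Counting error came from Poisson redraws of every library, 20 for profiles and 100 for origin heights and amplitudes. Peaks were maxima of the mean of the 4 S phase profiles, at least 10 kb apart and with a prominence of at least 4 times the counting error, which was 0.00713 for that mean. The 2 rDNA bins of chromosome XII, with over 5 times the median G1 count, were left out before smoothing, a step added after the data were seen. Of the 232 origins, 49 have a missing bin within 20 kb. Origin positions, class and height, amplitude, shared peaks and the chromosome XV section were defined before the data were examined. So was the rule for named loci: the origins the paper names, if they could be placed; the chromosome XV section; chromosomes IV and XII and the rDNA; the 3 origins with the largest loss and up to 3 with the largest gain in *pol2-REL* at 40 min; and up to 5 regions that differ between the G1 libraries. Without a genome sequence of the build used, ARS305, ARS315 and ARS1212 were not analysed here, and the genes beside the origins were not named.

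With 1 library per condition, no test between conditions was run. Heights and amplitudes have intervals of 1.96 times the SD of the redraws, which cover counting error only. Shares have 95% Wilson intervals, which treat bins, peaks or origins as independent draws, and peak widths and fork asymmetry have intervals over resampled origins. No interval covers the variation between cultures. Peak calling and heights were tested on simulated data, with counts drawn for the 12070 bins from known profiles of 256 origins. Of these, 255 were found, with 3 calls away from any origin, and the recovered ratios of heights differed from the simulated ones by at most 0.0244. Simulated peaks had the same width in both genotypes and at both times, and a single height per class in each profile, on a level background. The simulation thus does not test the effect of replicated flanks, of widths that differ between profiles or of graded heights. Alternatives changed the value used, scaling, smoothing, filter on low counts, G1 reference, depth, origin positions, class, flanks, centre and average. A baseline at the 5th percentile, the *pol2-REL* G1 library for both genotypes, a division by a running median of 201 bins, the amplitude with a mean of 1 on each chromosome or with counting error subtracted as a variance, origins without missing bins, origins with a value in their own bin and the class from *pol2-REL* only were added after the data were seen. The test of fork asymmetry was limited to early origins without missing bins, and its verdict was based on intervals over 200 resamplings of origins, after its values had been seen. The limits by which the tests of chromosome depth were judged were also set after their values had been seen, as was the condition that early centres be lower on the deposited scale too in the test of the flanks. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.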

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

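The tests of extra chromosomes, of S phase cells in G1 and of rDNA replication were chosen only after the result was seen, as was the 5th percentile baseline.

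The height of early origins in *pol2-REL* relative to wild type moved in opposite directions at the 2 time points, 0.841 at 30 min and 1.29 at 40 min. The difference between time points was not tested, since there is 1 library per condition. A candidate explanation is that replication of the flanks in wild type lowers a height that is measured against them. It predicts that early origins in *pol2-REL* lie below wild type once the baseline is away from the flanks. Against the 5th percentile of each chromosome the ratio at 40 min was 0.805, and the flanks of early origins stood 0.369 above that baseline in wild type and 0.184 in *pol2-REL*. By construction that baseline raises the profile with the wider spread, here wild type, so the value of 0.805 rests on the baseline. With a mean of 1 on each chromosome the centres stood at 1.33 in wild type and 1.32 in *pol2-REL*, within counting error, and the flanks at 1.04 and 0.983, so that on this scale the genotypes differed at the flanks. At 30 min these flanks had stood at 0.925 in wild type and 0.939 in *pol2-REL*. In wild type the height over the flanks fell from 0.324 at 30 min to 0.270 at 40 min, which replication of the flanks would give. How much of the ratio of 1.29 it explains is not known. Without an absolute level of DNA, replicated flanks in wild type cannot be told apart from a higher level at early origins in *pol2-REL*. Depth is an unlikely cause, since thinning all libraries to the smallest gave 1.27. A biological increase of early firing in *pol2-REL* stays open.

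The wild-type G1 library, which comes from cells the paper arrested with alpha-factor and used as a reference, had a relative depth of 1.78 on chromosome I and 1.74 on chromosome VI, the highest of its 16 chromosomes. No chromosome of the *pol2-REL* G1 library was that far from its median, and its short chromosomes, under 500 kb, had 1.07 times the depth of those over 700 kb. Across the 16 chromosomes, depth fell with length with a Spearman's rho of -0.979 in wild-type G1 and -0.970 in *pol2-REL* G1. Extra copies of short chromosomes would leave the long chromosomes flat. On the 9 chromosomes over 700 kb, bins 20 to 100 kb from an end had 1.32 times the depth of bins over 300 kb from an end. The ends were higher on each of the 9, which argues against extra copies as the whole cause. Ends were raised in every other library too, from 1.08 times in wild type at 40 min to 1.23 in *pol2-REL* at 30 min, with 1.12 in *pol2-REL* G1. Raised ends were thus not particular to wild-type G1, and they do not exclude extra copies as a part of the cause. S phase cells in the wild-type G1 library would raise its depth at early origins, where the ratio of the G1 libraries had a height of only 0.0122. A recovery of DNA that depends on distance from an end alone would give short and long chromosomes the same depth at a matched distance. At 20 to 100 kb from an end the short chromosomes still had 1.33 times the depth of the long ones, against 1.54 over all distances, and the lowest short chromosome was above the highest long one, so distance alone does not account for it. A loss of long DNA molecules and GC content were not tested and remain open, as does a biological difference between the cultures.

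The 2 rDNA bins on chromosome XII, at 459001 to 461000, rose 2.25 times relative to the rest of the genome from G1 to wild type at 40 min (95% interval 2.24 to 2.27). The rise was 1.24 in wild type at 30 min, and 2.10 in *pol2-REL* at both times. The paper's sequencing results do not discuss the rDNA. Replication of the rDNA ahead of the genome can raise it at most 2 times, so the value of 2.25 argues against replication as the whole cause in wild type at 40 min. That interval covers counting error only, not differences in recovery between libraries. In *pol2-REL* the value of 2.10 lies close to the limit of 2. Depth beside the rDNA moved further between the *pol2-REL* libraries, from 0.877 in G1 to 1.17 at 40 min, so 2.10 does not decide the question. Depth beside the rDNA, within 80 kb, was 0.812 of that in the middle of long chromosomes in wild-type G1 and 0.877 in *pol2-REL* G1, against 0.909 and 0.931 at 30 min and 1.03 and 1.17 at 40 min. In *pol2-REL* the rDNA had thus risen by 30 min as far as at 40 min, while the depth beside it rose mostly between these times. A lower yield of this region in G1 and a change in repeat number were not tested and stay open.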

How the results depend on the processing

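The 5th percentile baseline, the *pol2-REL* G1 library for both genotypes, the running median, the amplitude with a mean of 1 on each chromosome or with counting error subtracted as a variance, and the restrictions to origins without missing bins or with a value in their own bin and the class from *pol2-REL* only were chosen only after the result was seen. Intervals behind these comparisons cover counting error or, for shares, a binomial draw of bins or peaks, and the cause of a change was not tested unless stated. No paired analysis was possible because each condition has 1 library.

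The ratio of *pol2-REL* to wild-type height stayed below 1 for early origins at 30 min and for late origins at both times under all 16 alternatives. Their ranges were 0.809 to 0.911, 0.322 to 0.757 at 30 min and 0.407 to 0.636 at 40 min. For early origins at 40 min it stayed above 1, from 1.19 to 1.41, under every alternative but the 5th percentile baseline, which gave 0.805. That baseline also gave 0.757 for late origins at 30 min. The central bin alone gave 0.911 for early origins at 30 min and 1.41 at 40 min. A ranking split into equal classes gave 0.809 and 1.19 for early origins at 30 and 40 min, and 0.486 and 0.418 for late origins. A prominence of 8 times the counting error gave 0.863 and 1.37 for early origins, and 0.636 for late origins at 40 min. Peaks from wild type only gave 1.24 for early origins at 40 min, and 0.322 and 0.407 for late origins at 30 and 40 min. The class from wild type only gave 0.813 for early origins at 30 min, and origins without missing bins gave 0.816. For early origins at 40 min, flanks from 10 kb gave 1.35 and the median over origins 1.22. For late origins at 40 min, the median gave 0.451 and the sum of both G1 libraries 0.544.

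The amplitude in *pol2-REL* relative to wild type at 30 min was 0.787, but 1.11 with the *pol2-REL* G1 library for both genotypes and 1.01 with a mean of 1 on each chromosome, which by construction removes differences between chromosomes. It was 0.817 with counting error subtracted as a variance, 0.863 with the sum of both G1 libraries, 0.801 with libraries thinned to the same total, 0.741 without chromosome ends and rDNA, and 0.909 after division by a running median. At 40 min the same settings gave 0.816, 0.699, 0.696, 0.768, 0.678, 0.655 and 0.710, all below 1.

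The share of bins lower in *pol2-REL* lay on both sides of 50% at 40 min. At 30 and 40 min it was 57.2% and 50.7% with the count ratio, and 55.8% and 50.6% after smoothing. It was 50.5% and 51.3% with median-1 scaling, and 58.0% and 69.4% with the 5th percentile baseline. By construction that baseline raises a profile more where it reaches lower, and at 40 min wild type had the wider spread. At 30 min the SD of the deposited values, which includes counting error, was 0.0892 in wild type and 0.0936 in *pol2-REL*. Their 5th percentiles were 0.862 and 0.867. A wider spread in wild type is thus not shown at 30 min. The shift from 52.5% to 58.0% still comes only from the factor per chromosome, so it is no separate measure of DNA synthesis. With the sum of both G1 libraries the share was 47.6% at 40 min. In the chromosome XV section that sum gave 52.8% and the 5th percentile baseline 93.4%, against 64.3%.

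The share of *pol2-REL* peaks near a wild-type peak was 89.3% at a prominence of 8 times the counting error. The rho of heights at 40 min was 0.551 with libraries thinned to the same total. The ratio of late to early height in *pol2-REL* at 40 min was 0.228 with equal classes. Regions that differ between the G1 libraries numbered 16 at over 1.3 times and 24 at 3 or more adjacent bins, against 9. The comparison of chromosomes XII and IV moved by less than counting error. At 30 min only 40 of 149 late origins in *pol2-REL*, where the height of the class was 0.0457, stood over their flanks by 3 times the counting error, so most single late origins were not detectable at this depth. In wild type at 40 min, at a height of 0.192, 134 did; the counting error of the smoothed profiles was 0.0122 and 0.0111.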

Differences from the paper's values

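The heights of origins here were larger than those in Fig. 1d, where the origins come from a published list that was not used here. For early origins at 30 min in *pol2-REL* the paper's height is about 0.16 in Fig. 1d, read by eye, and the height here was 0.272. For late origins at 40 min the paper's heights are about 0.12 in wild type and about 0.03 in *pol2-REL* in Fig. 1d, read by eye, against 0.192 and 0.110 here. Among the alternatives set before the data were examined, classes of equal size brought the early *pol2-REL* height to 0.225 and the late wild-type height to 0.173, within 1.5 times of the paper's, and the others did not. None did so for the late *pol2-REL* height, which was lowest with classes of equal size, at 0.0723. For early origins at 30 min in wild type the gap was under 1.5 times, at 0.324 against about 0.22 in Fig. 1d, read by eye.

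In Fig. 1d the paper shows early origins at 30 min and late origins at 40 min, and it reports less DNA synthesis around both classes in *pol2-REL*. Measured over the flanks, early origins at 40 min were higher in *pol2-REL*, at 0.347 against 0.270 in wild type. The values at 30 min, 0.272 against 0.324, and those of late origins at both times go in the paper's direction. The value of early origins at 40 min over the 5th percentile of each chromosome was 0.595 against 0.739, a setting chosen after seeing the values. It rests by construction on the wider spread in wild type and is no separate measure of DNA synthesis.

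The paper reports lower DNA synthesis in *pol2-REL* across the genome. On the deposited scale, 49.3% of bins were lower in *pol2-REL* at 40 min, where the mean of every chromosome is fixed at 1. With the 5th percentile baseline, chosen after seeing the values, 69.4% of bins were lower, a shift that follows by construction from the wider spread in wild type and is no separate measure of DNA synthesis. The ratio of amplitudes at 40 min, 0.675, goes in the paper's direction. That at 30 min, 0.787, does so too, but it was 1.01 with a mean of 1 on each chromosome and 1.11 with the *pol2-REL* G1 library for both genotypes, settings chosen after seeing the values.

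The paper reports that origin usage and timing were unaltered. Of the wild-type peaks at 40 min, 78 of 250 had no *pol2-REL* peak within 3 kb, of which 41 lay at late origins, 0 at early origins and 37 at no origin of the common list. The share of *pol2-REL* peaks at a wild-type peak was 84.3% at 40 min, which goes in the paper's direction, and 65.7% at 30 min.

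The methods describe a genome-wide mean of 1 and an adjustment for DNA content. The deposited values have a mean of 1 on each chromosome, within 0.001.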

Other observations

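The tests of a delayed S phase and the ranking by *pol2-REL* alone were chosen after the heights of origins had been seen; those of fork asymmetry and of peak width were set before, except that origins with missing bins were dropped from the former, and its resampling added, afterwards.

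The profile of *pol2-REL* at 40 min was closer to wild type at 30 min than to wild type at 40 min. Across 232 origins the rho of heights was 0.856 with wild type at 30 min and 0.598 with wild type at 40 min. The ratio of late to early height was 0.249 in wild type at 30 min and 0.713 at 40 min, and 0.168 and 0.317 in *pol2-REL*. The value of 0.317 lies between the wild-type ratios, and it does so too with the class from wild type only, at 0.313 between 0.242 and 0.700, and with classes of equal size, at 0.228 between 0.202 and 0.651. Such values could arise from a delay of the whole S phase in *pol2-REL*. In that case late origins fall behind at a given time without a defect of their own. A shortfall of late origins beyond such a delay would be shown by a ratio under 0.249, the wild-type value at 30 min, with early origins at least as high, and the ratio was above it. Origins were ranked by heights at 30 min, which lowers the ratio at 30 min relative to that at 40 min and favours this outcome. Ranked by *pol2-REL* at 30 min alone, which leaves wild type out of the ranking, the ratio was 0.271 in wild type at 30 min and 0.318 in *pol2-REL* at 40 min. In these profiles a shortfall cannot be told apart from a plain delay. The wild-type time that matches *pol2-REL* at 40 min is not known. The paper's gels of replication intermediates bear on this question. They showed later initiation in *pol2-REL* at the late origin ARS1212 and the early origin ARS315, but not at the early origin ARS305. A delay shared equally by all origins would have reached ARS305 too. From gels and profiles the paper proposes that initiation is delayed mainly at late origins. A difference in synchrony between the cultures was not tested.

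Isolated early origins, with no other within 20 kb, widened less in *pol2-REL*. The width at 50% of the height of the average over 77 such origins was 8.83 kb in wild type at 30 min and 15.4 kb at 40 min, and 6.32 and 10.6 kb in *pol2-REL*. The widening was 6.62 kb in wild type (5.45 to 7.97 kb over resampled origins) and 4.29 kb in *pol2-REL* (2.52 to 5.16 kb), a ratio of 0.648. Slower forks in *pol2-REL* may explain it. Later or less synchronous firing could narrow the comparison as well. So could replication of the flanks in wild type by 40 min. The early height in wild type fell from 0.324 at 30 min to 0.270 at 40 min. That fall goes with replicated flanks but rests on 1 library per time. Neither later firing nor replicated flanks was separated from fork speed.

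The paper proposes asymmetric fork movement from 2D gels. A hypothesis was that each origin has a fixed slower side in *pol2-REL*, which would raise the spread of left-right differences between origins. Over the 60 early origins with no missing bin, this spread, less counting error and relative to height, was 0.0796 in wild type and 0.126 in *pol2-REL* at 30 min, and 0.133 and 0.104 at 40 min. The ratio of *pol2-REL* to wild type was 1.59 at 30 min (1.09 to 2.32 over resampled origins) and 0.784 at 40 min (0.542 to 1.06). Over all 83 early origins it was 1.04 and 0.643. The hypothesis needs a larger spread at both times. At 40 min the ratio was below 1 but its interval included 1, so the hypothesis cannot be told apart from its absence. Asymmetry on a random side in each cell would not appear in these profiles.

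The G1 libraries differed by over 1.5 times in relative depth over at least 5 adjacent bins in 9 regions, all higher in wild type, with 8 on chromosome I and 1 on chromosome VI. The longest was on chromosome I from 60001 to 73000, with a median ratio of 1.53. The mean S phase to G1 ratio of chromosome XII over that of chromosome IV was 1.01 and 1.04 in wild type at 30 and 40 min, and 0.985 and 1.06 in *pol2-REL*. Without the rDNA bins it was 1.01, 1.03, 0.983 and 1.06 in the same order.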
